# Transcriptomic analysis of cork during seasonal growth highlights regulatory and developmental processes from phellogen to phellem formation

**DOI:** 10.1038/s41598-021-90938-5

**Published:** 2021-06-08

**Authors:** Sandra Fernández-Piñán, Pau Boher, Marçal Soler, Mercè Figueras, Olga Serra

**Keywords:** Plant development, Cell fate, Plant stem cell

## Abstract

The phellogen or cork cambium stem cells that divide periclinally and outwardly specify phellem or cork. Despite the vital importance of phellem in protecting the radially-growing plant organs and wounded tissues, practically only the suberin biosynthetic process has been studied molecularly so far. Since cork oak (*Quercus suber*) phellogen is seasonally activated and its proliferation and specification to phellem cells is a continuous developmental process, the differentially expressed genes during the cork seasonal growth served us to identify molecular processes embracing from phellogen to mature differentiated phellem cell. At the beginning of cork growth (April), cell cycle regulation, meristem proliferation and maintenance and processes triggering cell differentiation were upregulated, showing an enrichment of phellogenic cells from which phellem cells are specified. Instead, at maximum (June) and advanced (July) cork growth, metabolic processes paralleling the phellem cell chemical composition, such as the biosynthesis of suberin, lignin, triterpenes and soluble aromatic compounds, were upregulated. Particularly in July, polysaccharides- and lignin-related secondary cell wall processes presented a maximal expression, indicating a cell wall reinforcement in the later stages of cork formation, presumably related with the initiation of latecork development. The putative function of relevant genes identified are discussed in the context of phellem ontogeny.

## Introduction

Radial growth (secondary growth) of plant organs, either herbaceous or woody plants, angiosperms or gymnosperms, involves the activation of two secondary meristems: the cambium (or vascular cambium) and phellogen (or cork cambium). Both meristems constitute a bifacial stem cell population from which derivatives are formed by periclinal divisions and specified on opposing sides. Secondary growth is initiated by vascular cambium, which generates vascular tissue (xylem inwardly and phloem outwardly) and results in stem and root thickening. Due to the vascular radial growth, the primary protective tissues (epidermis and endodermis) break and a phellogen formed inwardly develops a complete periderm conferring protection to the mature organs^1^. Periderm is also generated in the exposed surfaces of the abscission zones of plants, and in response to mechanical injury or parasite attack forming a wound periderm^2^.

The periderm ontogeny is initiated by the periclinal division of the phellogen stem cells, which provide the derivatives at opposing sides that will specify to phellem (outwardly) and phelloderm (inwardly). The three layers, phellogen, phellem (or cork) and phelloderm constitute the periderm^2^. The newly formed phellem cell elongates outwardly in the radial direction while its cell wall thickens as a consequence of accumulating structural components. In addition to the polysaccharide primary cell wall, the phellem cell wall deposits suberin and lignin polymers, and also some soluble secondary metabolites such as extractives (fatty-acyl derived and triterpenes) and tannins^3,4^. This specialized cell wall provides a waterproofing layer that in turn isolate the cell itself from water and nutrients, thus dying at maturity. These phellem cells are usually forming a multilayered tissue which provide altogether the protective function^2^.

In most woody plants, the-each-year periderm is replaced by a new periderm formed underneath the previous one. However, a few exceptions exist, notably cork oak (*Quercus suber*), which naturally produces a unique and single periderm throughout the entire tree life. The cork oak permanent and continuous phellogen cylinder presents seasonal growth, which through activation-inactivation series adheres the new formed phellem cells to the death phellem cells of the previous years^5^, hence providing a pure outer bark of thick phellem/cork. The fact that the phellogen layer forms a continuous cylinder lengthwise the tree trunk allows the cork harvesting as an entire plank by applying a moderate tensile force. This is possible when phellogen is fully active and has produced a set of phellem cells with also thin and fragile cell walls (usually June)^6,7^. In the plank, the phellogen and new phellem cells are in the innercork side and the old and death phellem cells of previous years are extended outwardly to the cork back side (Fig. 1). The first cork produced by cork oak, known as virgin cork, is irregular in structure, density and thickness and is hard-rough. The following harvested corks, extracted sequentially every 9–12 years, the time required to allow the tree to re-grow its outer bark, are known as reproduction cork. Although all the cork planks are exploited commercially as raw material for *i.e.* agglomerates, only the third (2nd reproduction cork) and successive harvests can meet the regular structure with smooth and unblemished bark to present the quality required for stopper production. This best quality reproduction cork is termed amadia cork^8^.

**Figure 1:**
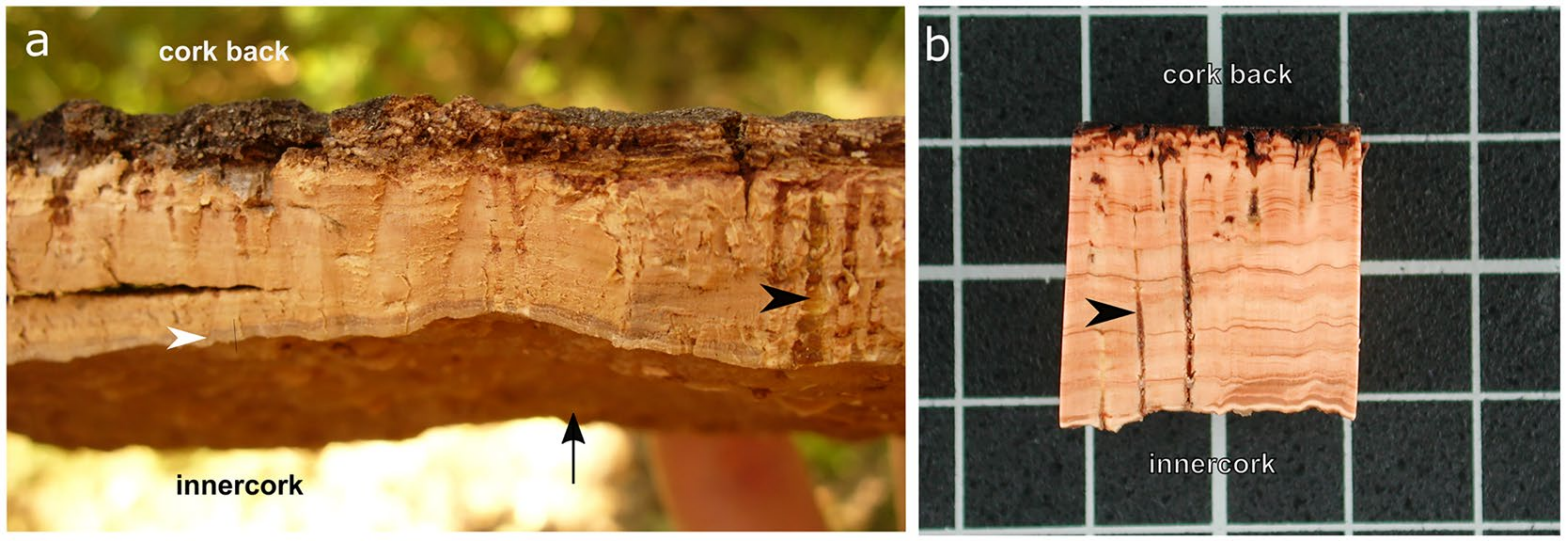
Anatomy of cork plank (outer bark) from *Quercus suber.* (**a**) Cork freshly-harvested at the late spring (June) in Romanyà de la Selva (Girona, Spain) showing this year produced living tissue (white arrowhead) in the innercork side, which faces the phellogen (black arrow). (**b**) A dried and polished sample is shown to better appreciate the annual cork-rings seen as lighter (earlycork) and darker brown (latecork) zones. Lenticels are highlighted with a black arrowhead. The grid scale distance in B corresponds to 1 cm. The figure was constructed using the free and open source Inkscape software 1.0 (https://inkscape.org/).

The seasonal growth of cork, starting around April, produces two cork cell populations. From April to July cork expands at a high rate producing the earlycork^9^, being around June the highest growth rate. At the cellular level, it is when the phellogen and phellem are fully active: the rate of cell division and cell expansion is high and the resulting phellem cells (earlycork cells) will be numerous (40 to 200 cells per annual row), long and with thin walls. Advancing to the end of the growing season, the cell division and expansion rates decrease, resulting in the formation of few cork cells (4–8 cells per annual row) with thicker walls (latecork cells)^4,10^. These phellem cellular differences result in the observation of annual-cork rings (Fig. 1), which includes the earlycork and latecork subsequently accumulated in successive years^11^.

Most of the processes essential for phellem formation and development are mainly unknown. However, a few genes involved in suberin biosynthesis, transport and regulation, mostly identified as preferentially expressed in cork oak or poplar phellem^5,12^, have been functionally characterized in potato tuber phellem (skin) or in Arabidopsis root endodermis and seeds^13^. This has evidenced that most suberized tissues, including phellem, use the same protein network. In the same line, phellogen and vascular cambium, both bifacial secondary meristems with seasonal growth, commonly upregulates a set of specific genes not present in other tree trunk tissues^14^, pointing that both meristems share molecular mechanisms for its formation and maintenance. The shared mechanisms have been evidenced very recently, since the vascular cambium master regulators WUSCHEL-RELATED HOMEOBOX 4 (WOX4) and KNAT1/BREVIPEDICELLUS (BP) were also found to control the Arabidopsis root phellogen activity^15^.

In this work, we wanted to understand the molecular mechanisms expanding from the phellogen derivative formation to the phellem cell specification and differentiation. To that, we analysed the transcriptome of the newly formed cork cells (living phellem cells or phelloid) isolated from innercork planks at three different time points of the growing season: at the beginning of the cork growing season (April), at the maximum cork growth rate (June)^6,7^ and at advanced stage (July). The transcriptome seasonal variation was used as a readout of the molecular processes involved in phellem cell ontogeny. The main processes and candidate genes highlighted are involved in the phellogen stem cell identity and phellem differentiation, while others may be key players in the phellem cell wall modification.

## Results

### High-throughput gene expression profiling of innercork along the growing season

To understand the changes produced in cork transcriptome during the growing season, cork samples were collected in April, June and July from three to four different trees (biological replicates). 

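Innercork, the living phellem newly formed beside the phellogen (the cork cambium), came from 4 trees harvested on April 26, 3 trees on June 17 and 4 trees on July 19 of 2005, and each tree gave 1 RNA-seq library. The values analysed here are the regularized log (rlog) values that the authors deposited for every active locus. To make them, the authors trimmed adapters, removed reads of ribosomal RNA and mapped the rest to CorkOak1.0 with STAR. Their rlog step in DESeq2 divided the counts by a size factor per library, took the log2 and shrank the values of genes with few reads toward their mean. The values ranged from -1.95 to 21.6 on the log2 scale. Read totals cannot be read back from rlog values, so the depth behind each value is unknown here. The sum of 2 to the power of rlog, which follows the scaled expression and not the sequencing depth, in units of 1e+06, lay between 30.99 and 40.77 in the April trees, between 38.96 and 43.43 in June and between 36.65 and 40.33 in July. Differential expression was tested with limma (a linear model with the month as the only factor, moderated variances with a trend on the mean) on the 22426 loci whose mean rlog reached log2 of 10. A locus was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.01 and an absolute log2FC above 1. Throughout, log2FC is the difference between 2 month means of rlog, given with its standard error (SE), and rlog values are means ± SD over the 4 April, 3 June or 4 July trees. In simulated values for the same number of loci, with 200 of them changed by a log2FC of 2, the test recovered 74% of the changed loci in June/April and 81.5% in July/April, and 0.671% and 0% of its calls were false. That change was larger than the median absolute log2FC of the real DEGs, 1.45 in June/April and 1.42 in July/April. Each simulated locus also had the same spread in every tree. The recovery of smaller changes, or with trees of unequal spread, was not simulated.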

Different trees were used for April, June and July sample collection, amounting to a total of 11 trees. The eleven corresponding RNA samples were sequenced by Illumina HiSeq2500 sequencing technology. The tissue used for RNA extraction was the newly-produced and living cork tissue from the innerbark of the plank, adjacent to the phellogen tissue (Fig. 1). A total of 568 × 10^6^ reads with an average length of 122 bp were obtained. On average, 81% of the reads uniquely mapped against the cork oak genome (GCF_002906115.1 (CorkOak1.0))^16^, identifying 32,024 *Q. suber* active loci (Supplemental Table 1). 

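The highest values belonged to ribosomal RNA. LOC112016660 had a mean rlog of 20.14 (18.61 to 21.55 across the 11 trees) and LOC112016659 a mean of 19.34 (17.7 to 21.65), a pair chosen after their values were seen. Matched by name to the RefSeq gene table of the assembly Cork oak 2.0, 9 loci had the biotype rRNA. Together they made up between 1.98 and 4.51% of the sum of linear values in the April trees, between 5.4 and 9.26% in the June trees and between 3.76 and 5.87% in 3 of the July trees, against 14.7% in July replicate 4. At the other end, 9598 loci had a mean rlog under log2 of 10 and were not tested, and 3917 of all loci had a mean under 0.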

For each gene, the normalized read count was calculated obtaining for the whole transcriptome the gene expression profile along the cork growing season (Supplemental Data Set 1). 

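The month means of 2 to the power of rlog matched the normalized read counts printed in Supplemental Table 4 to within 0.1% in 807 of 807 values, so those counts are rlog values on the linear scale. Fold changes in Supplemental Data Set 2 come from DESeq2 instead. For the 125 genes of that set that passed the minimum, the June/April log2FC computed here from rlog had the sign of the paper's in 125 cases and a median ratio to it of 0.708. The median ratio was 0.834 for the 17 genes whose base mean in the paper was at least 1000 and 0.497 for the 42 genes under 100. A log2FC from rlog therefore understates the change of genes with few reads.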

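Each annotated locus carries 1 Arabidopsis isoform in the deposited values. The identifiers stand for 13596 different Arabidopsis genes, and 1348 loci carry none. By name, 24456 loci were found in the RefSeq gene table of Cork oak 2.0, a different assembly from the one the reads were mapped to, which was used only for biotypes. Of these, 21153 were protein-coding, 1522 were long noncoding RNAs, 1117 were pseudogenes and 201 were small nucleolar RNAs. An Arabidopsis identifier was also listed for 1331 of the long noncoding RNAs, for 1038 of the pseudogenes and for 191 of the small nucleolar RNAs.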

For functional characterization, 30,676 *Q. suber* genes were annotated to the corresponding Arabidopsis most similar gene, which has been considered the homolog throughout the manuscript (TAIR10 protein database; BLASTP E-value < 10^–5^) (Supplemental Table 1 and Supplemental Data Set 1).

To validate the expression values of RNA-seq data, the log_2_Fold-Change (FC) values obtained in this RNA-seq experiment for 29 genes representative of processes described for cork development were compared with the log_2_FC values obtained from new and previously published RT-qPCR analyses which used the same RNA samples (Supplemental Table 2)^7,17^. A significant Pearson correlation (p < 0.001) in all pair-wise comparisons (June/April, July/April and July/June) was observed (Supplemental Figure 1) validating the RNA-seq results.

### The innercork samples contained transcripts from phellem and phellogen

When the cork plank is extracted, it breaks along the phellogenic tissue, therefore the RNA extracted was hypothesized to contain transcripts from living phellem cells but also phellogen. To understand at which extent phellem and phellogen were represented in the tissue collected, we seek in the cork transcriptome for those genes described to be specifically and differentially expressed in phellem and phellogen/phelloderm of *Betula pendula* (birch) tree trunk^14^, using the corresponding Arabidopsis gene with higher similarity. The cork transcriptome expressed the 88.17% of genes identified as differentially expressed in birch phellem, but also the 79.90% of the phellogen/phelloderm (padj < 0.01 and a fold change -1 > log_2_FC > 1) (Supplemental Table 3). These results suggest that the cork samples we used also contained phellogen cells.

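Counted as Arabidopsis identifiers of the birch study that annotate at least 1 locus of the cork transcriptome, 1237 were found for phellem and 159 for phellogen/phelloderm. Both birch lists shared 32 identifiers. Being listed sets no level of expression. Where the matching locus also had to reach a mean rlog of log2 of 100, the shares were 72.2% and 39.2%. Among the identifiers found, the matching locus with the highest mean had a median rlog of 9.45 for phellem and 6.6 for phellogen/phelloderm. Trees were not compared here, and the shares have no test. From the detection of both lists, the paper proposes that the cork samples held phellogen cells besides phellem.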

### Most genes involved in suberin deposition are induced in June

Since suberin is a key structural component deposited in the phellem cell wall during its development, we followed a targeted approach in which the expression pattern of suberin related genes was evaluated along the growing season. First, we identified in the cork transcriptome 68 *Q. suber* genes that corresponded to 25 Arabidopsis homologs involved in suberin and/or suberin-associated wax accumulation classified on AraLip database (http://aralip.plantbiology.msu.edu/pathways/pathways) or reported more recently in literature (Supplemental Table 4A). These data suggest putative duplications of these genes in *Q. suber* genome. 

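The copy of Supplemental Table 4A used here held 60 of the 68 loci that the paper gives for these 25 homologs. In it, 11 homologs had a single locus and 14 had 2 or more. LTPG5 had 7 loci, and the highest of them held 92.3% of their summed linear values. MYB4 had 6 loci, with 44.7% in the highest. In 6 of the 14 homologs with several loci, over 90% of the sum lay in 1 locus. Values of near-identical copies are uncertain where the authors' counting could split reads between them. By name, 40 of the loci were protein-coding in the RefSeq gene table, 6 had another biotype and 14 had none.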

The identified suberin-related genes, based on the enzymatic or regulatory function of the encoded protein, were depicted and classified within cell compartments and metabolic pathways/processes active in a suberizing cell, namely fatty acid elongation complex (FAE), fatty acid modification, transport to the cell wall, phenylpropanoid pathway and transcription factors (Supplemental Table 4A and Fig. 2). For each *Q. suber* transcript, a heatmap shows the relative expression along the cork growing season (April, June and July) and the total expression.

**Figure 2:**
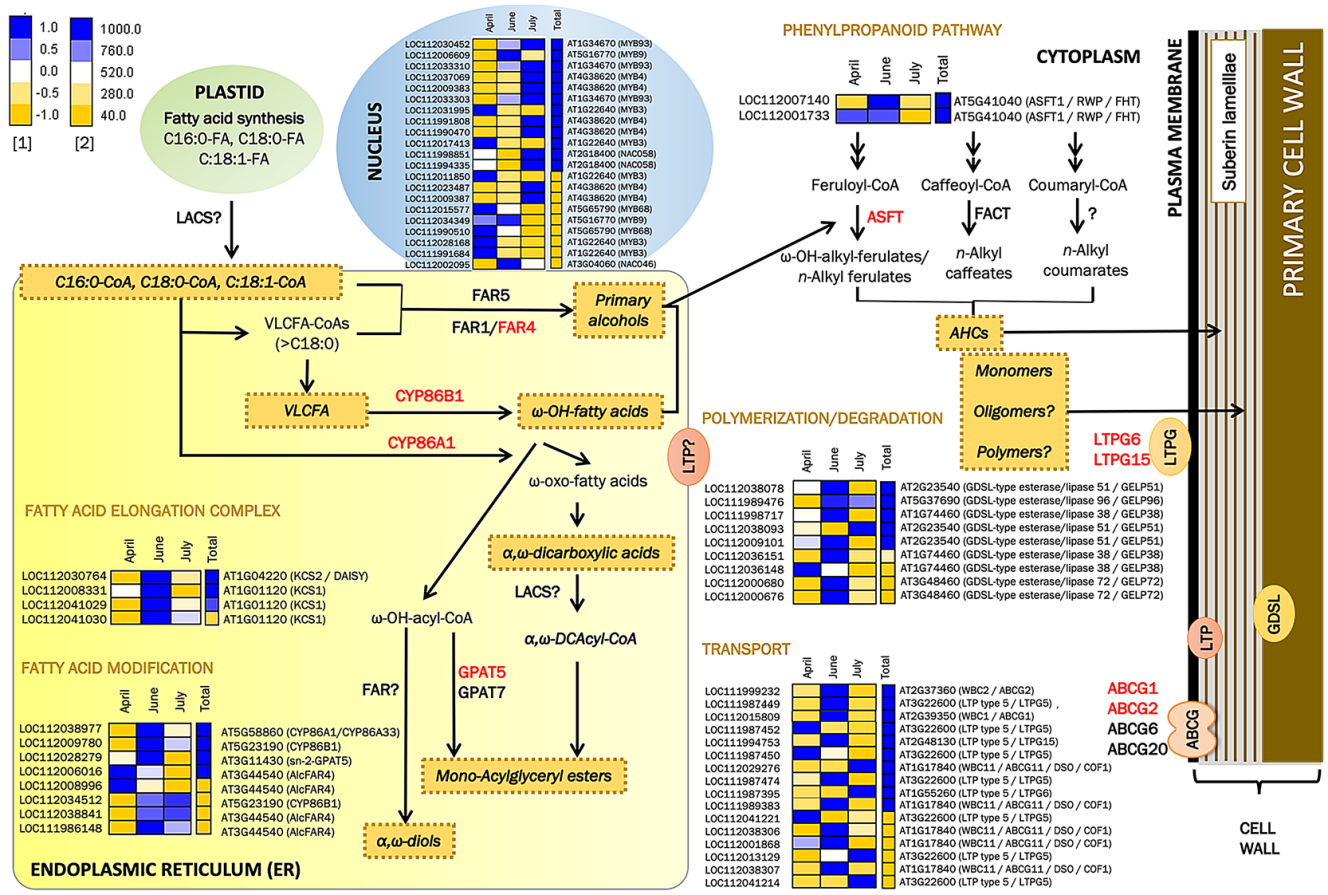
Expression pattern along the cork growing season of genes involved in suberin-related processes. For each gene, the relative expression pattern (April, June and July)^1^ and the total expression^2^ of normalized read counts are shown as a heatmap, in which blue and yellow colours represent high and low expression values, respectively. The genes with demonstrated function identified in the cork transcriptome are highlighted in red. AHCs = alkyl hydroxycinnamates; VLCFA = very long chain fatty acid. The heatmaps were constructed using the EXPANDERS software^75^.

Importantly, 58.33% (21 of 36) of the genes with highest expression (> 760 normalized read counts) in cork, including the 15 of the top 16, showed a maximum of expression in June, and included genes involved in suberin biosynthesis (CYP86A1, CYP86B1, GPAT5, KCS2, KCS1 and ASFT), polymerization (GELP38, GELP51 and GELP96), transport to the cell wall (ABCG1, ABCG2, ABCG11, LTPG5 and LTPG15) and positive regulation (MYB9) (see Supplemental Table 4A for references). These results point that, although the phellem cells are committed to suberin production along the entire growing season, it is in June when there is a more intense suberization since cork tissue is enriched in phellem cells actively suberizing.

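Expression was compared here as the month mean of 2 to the power of rlog, for the 36 suberin genes whose sum over the 11 trees exceeded 760. The maximum fell in June for 21 genes, in April for 8 and in July for 7. Among the 16 genes with the highest sum, the exception was LOC112001733, rank 10 and a further ASFT locus, with 66950 ± 22700 in April and 66680 ± 10800 in June. It was named after its values were seen. CYP86B1 (LOC112009780) rose from an rlog of 16.85 ± 0.46 in April to 18.03 ± 0.10 in June, a log2FC of 1.18 (SE 0.25, limma adjusted p = 0.0193, Benjamini-Hochberg), and was 17.61 ± 0.13 in July. Its April replicate 2, at 17.53, lay apart from the other April trees at 16.60 to 16.66. GELP96 (LOC111989476) had a June/April log2FC of 0.81 (SE 0.17, limma, Benjamini-Hochberg adjusted p = 0.0199), and MYB9 (LOC112006609) one of 0.48 (SE 0.13, adjusted p = 0.0444, same test). KCS2 (LOC112030764) had 0.81 (SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.0646), with April replicate 2 at 17.42 against 16.53 to 16.58 in the other April trees. In CYP86A1 (LOC112038977) the log2FC was 1.02 (SE 0.31), in ABCG1 (LOC112015809) 1.33 (SE 0.52), in ASFT (LOC112007140) 0.58 (SE 0.24), in ABCG2 (LOC111999232) 0.55 (SE 0.23), in KCS1 (LOC112008331) 0.65 (SE 0.37) and in GPAT5 (LOC112028279) 0.46 (SE 0.35), each with an adjusted p above 0.05. Smaller differences, within 1.5 SE of 0, were found in GELP51 (LOC112038078, 0.32), LTPG5 (LOC111987449, 0.40) and GELP38 (LOC111998717, 0.20). These last genes changed sign under quantile normalization between samples. LTPG15 (LOC111994753) was near 4 in most April and July trees but at 12.69 in April replicate 3 and 12.49 in July replicate 3, and its June trees were at 12.64, 5.02 and 12.71. ABCG11 was represented by LOC111989383, the highest of its loci with a June maximum, at 8.19 ± 1.47 in June and 6.92 ± 1.43 in April. The main ABCG11 locus, LOC112029276, with 89.6% of the summed linear values, had its maximum in July. Its linear means were 1665 ± 616 in April, 1686 ± 654 in June and 2508 ± 987 in July.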

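Against the spread between trees, none of these 36 genes reached an adjusted p of 0.01 over all loci tested in any month comparison (limma, Benjamini-Hochberg), and the unadjusted p was under 0.05 for 12 genes in June/April, 9 in July/April and 12 in July/June. Adjusted over the list alone, 4 genes reached 0.01 and 9 reached 0.05. The paper took the homologs from a database and the literature. The cut was on the sum over all 11 trees and not on differences between months. These counts rest on the same trees and values as the adjustment over all loci. With limma's arrayWeights, 12 genes reached 0.01 over all loci, and without April replicate 2, 6 did. The median log2FC of the list was 0.41 in June/April, with 25 genes higher in June, and -0.40 in July/June, with 8 genes higher in July. Averaged over the 36 genes, rlog was 0.404 higher in June than in April (exact permutation test over 35 splits, two-sided p = 0.0571) and 0.45 lower in July than in June, a difference of -0.45 (exact permutation p = 0.0571). For the 16 genes with the highest sum, the June/April difference was 0.588 (exact permutation p = 0.0857, and 0.103 after adjustment over 24 such tests). Their July/June difference was -0.554 (exact permutation p = 0.0286, the smallest that 4 trees against 3 allow, and 0.0528 after the same adjustment). For comparison, 10000 random lists of 36 genes were drawn within 100 ranks of the suberin genes by mean rlog. Their mean number with a June maximum was 18.6, and 2385 lists had at least as many as the suberin list. Draws past the top rank all took the highest locus, the ribosomal RNA locus LOC112016660, and suberin genes were not excluded. These lists therefore cannot decide whether highly expressed genes in general peaked in June. Over all loci tested, the share with a June maximum was 29%. From the June maximum of the most expressed suberin genes, the paper reasons that suberin is made along the whole season and that suberization is most intense in June, when the tissue holds more actively suberizing phellem cells.

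**Figure D1:**
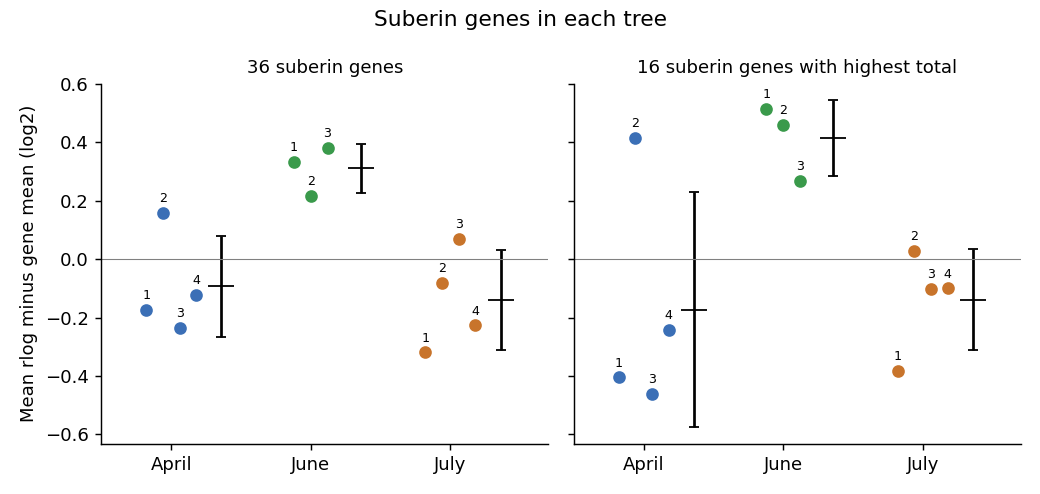
Mean rlog of suberin genes relative to each gene's mean over the 11 trees (log2), one point per tree with its replicate number, and the month mean ± SD as bars; left, all 36 genes, and right, the 16 with the highest sum. April replicate 2 sits at 0.416 in the right panel, among the June trees at 0.268 to 0.516.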

To seek for new candidate suberin genes, the complete AraLip database was compared with the cork transcriptome. We identified 207 *Q. suber* genes (110 Arabidopsis homologs) not previously related with suberin (Supplemental Table 4B), which were classified into the previously mentioned suberin functional categories and the fatty acid precursor synthesis in the plastids (Supplemental Figure 2). 

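In the copy of Supplemental Table 4B used here, 209 loci were listed for the 110 homologs, where the paper's text gives 207. By biotype, 150 of them were protein-coding, 18 were of another kind and 41 had no match by name. The minimum for testing was passed by 146 loci. In June/April 3 of these were DEGs (KCS11, WIN1/SHN1 and the GMC oxidoreductase LOC112037246), and in July/April 4 were, all named after their values were seen. KCS11 (LOC112024529) rose by a log2FC of 1.42 (SE 0.19, limma adjusted p = 0.00293) in June/April and of 1.24 (SE 0.18, adjusted p = 0.00294, Benjamini-Hochberg) in July/April. WIN1/SHN1 (LOC112002896) rose by 1.91 (SE 0.31, limma, Benjamini-Hochberg adjusted p = 0.00703) and 2.03 (SE 0.29, adjusted p = 0.00294). A homolog of the lipid transfer protein AT5G13900 (LOC112008421) rose by 1.24 in July/April (SE 0.23, limma adjusted p = 0.00818, Benjamini-Hochberg). FatB (LOC112028149) was lower in July than in April, with a log2FC of -1.49 (SE 0.19, limma, Benjamini-Hochberg adjusted p = 0.00168).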

Based on the expression profile of suberin-known genes, the best candidates were those showing highest expression in cork tissue with a maximum in June.

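Of the listed candidate loci, 116 exceeded the same sum of 760, and 65 of these had their maximum in June. KCS11 (LOC112024529), also a DEG with a June maximum, had a sum of 482.5 and was not among them. The candidate above that sum with a June maximum that was also a DEG was the GMC oxidoreductase homolog of AT5G51950 (LOC112037246). Its sum was 8668, and its rlog rose from 8.70 ± 0.32 in April to 10.39 ± 0.47 in June, a log2FC of 1.70 (SE 0.26, limma adjusted p = 0.00492, Benjamini-Hochberg), and was 9.43 ± 0.33 in July.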

### Differential expression analyses highlight seasonal transcriptional patterns during cork formation

To identify the genes regulated during the growing season, the gene expression at the different cork growing stages were pair-wised (June/April, July/April and July/June) compared using the DESeq2 statistical package. DEGs were selected using a filter of padj < 0.01 and absolute log_2_Fold-Change > 1. 

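With the threshold of an adjusted p of at most 0.01 and an absolute log2FC above 1, limma called 327 DEGs in June/April, 223 higher and 104 lower in June, and 457 in July/April, 288 higher and 169 lower in July. Between July and June, 1 locus passed: LOC112022594, whose closest Arabidopsis gene is AT5G59240. Its rlog was 6.10 ± 0.73 in June and 9.73 ± 0.11 in July, a log2FC of 3.63 (SE 0.31, limma adjusted p = 0.00658, Benjamini-Hochberg), after 10.20 ± 0.41 in April. Of the 11 fits that each left out 1 tree, 2 called this locus (without April replicate 1 or June replicate 2), 4 called another locus and 5 called none, with 1811 to 2552 loci at an unadjusted p under 0.05 in these 5. The unadjusted p was under 0.05 for 6345 loci in June/April (28.3% of those tested), 6723 in July/April (30%) and 2003 in July/June (8.93%). The alternative that raised the June/April and July/April counts most was limma's arrayWeights, which estimates a weight per tree and gave April replicate 2 a weight of 0.26 and July replicate 4 one of 0.397. It called 1306 loci in June/April, 1272 in July/April and 0 in July/June, where 2886 loci had an unadjusted p under 0.05. With each tree left out in turn, the June/April count ran from 24 without June replicate 1 to 936 without April replicate 2, and the July/April count from 195 without April replicate 4 to 974 without April replicate 2. The plot of DEGs without each tree gives the counts of all fits.

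**Figure D2:**
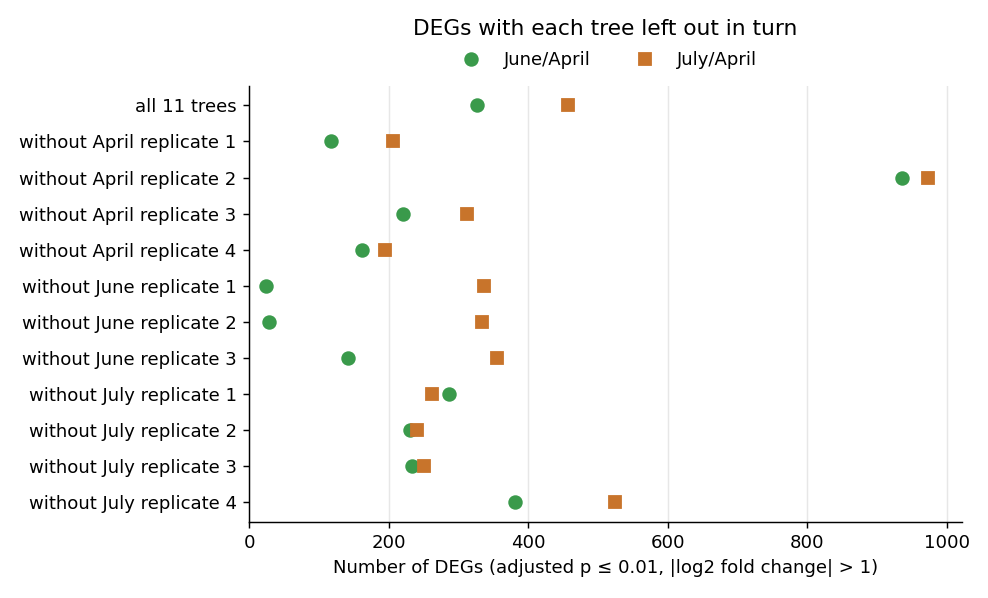
Number of DEGs (adjusted p at most 0.01 and absolute log2FC above 1) with all 11 trees and with each tree left out in turn, for June/April (circles) and July/April (squares). Without June replicate 2 the June/April count is 28, against 327 with all trees.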

While the June/July comparison showed only 80 DEGs, the June/April and July/April comparisons resulted in a considerably higher number of DEGs: 1,682 and 1,822, respectively (Fig. 3A). These results indicated that cork samples of June and July were transcriptionally similar and that differed substantially from those of April. 

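All DEGs had groups that did not overlap, every tree of one month lying above every tree of the other. Over all loci tested, groups did not overlap for 26.9% in June/April, where chance gives 5.71%, for 17.5% in July/April (2.86% by chance) and for 10.7% in July/June (5.71% by chance). The median absolute log2FC of the DEGs was 1.45 in June/April and 1.42 in July/April. The first principal component of the loci tested, with 26.2% of the variance, put the April trees between -76.5 and -22.6 and the June and July trees between 15.9 and 40.8. From the few DEGs between June and July against the many in the comparisons with April, the paper concludes that June and July are transcriptionally similar and that both differ from April.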

In agreement, in June/April and July/April comparisons 928 were overlapping DEGs and practically all (927) were equally regulated, 529 upregulated and 398 downregulated (Fig. 3A). 

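In the fits made here, 206 DEGs were shared by June/April and July/April, and all 206 changed in the same direction, 142 higher and 64 lower than in April. Over all loci tested the log2FC values of both comparisons had a correlation across genes of 0.779, and 80.4% had the same sign, although genes are not independent replicates. Both comparisons use the same April trees, which alone makes their values similar. In 100 simulations of unchanged June and July groups against shared April trees, the correlation was 0.46 on average and 65.3% of loci had the same sign. Lists as long as the real ones then shared 64.7 loci on average and at most 82, of which 98.6% had the same sign. Every simulated locus varied independently, with the same spread in all trees. A tree that lay apart over many loci, like April replicate 2, was not simulated. The value of 82 therefore does not bound what common controls can give. The sharing of DEGs exceeded what these simulations gave, and the common direction of the DEGs did not by more than a few percent.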

The expression of all DEGs identified was used to construct a hierarchical clustering of cork samples (Fig. 3B) in which the biological replicates for each month (April, June and July) grouped separately, evidencing a good replicability of the samples. 

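The clustering was repeated on the 578 DEGs of any comparison, by average linkage on Pearson correlations across genes of values centred per gene. Each month formed its own clade. The median correlation between trees was 0.87 within April, 0.76 within June and 0.713 within July. As these genes were selected for differing between months, the grouping was also examined on all loci tested, where the April trees alone formed a clade of their own. There, the mean correlation of April replicate 2 with the other April trees was 0.00248, while the other 3 April trees had mean correlations with one another from 0.277 to 0.359.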

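Between June and July trees the median correlation over the 578 DEGs was 0.449, with a highest value of 0.545. It was -0.728 between April and June trees and -0.766 between April and July trees. The first split of the tree placed the April trees on one side.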

Besides, the clade of June and July samples clustered together, evidencing again a greatest similarity of these months’ transcriptomes compared to those of April.

**Figure 3:**
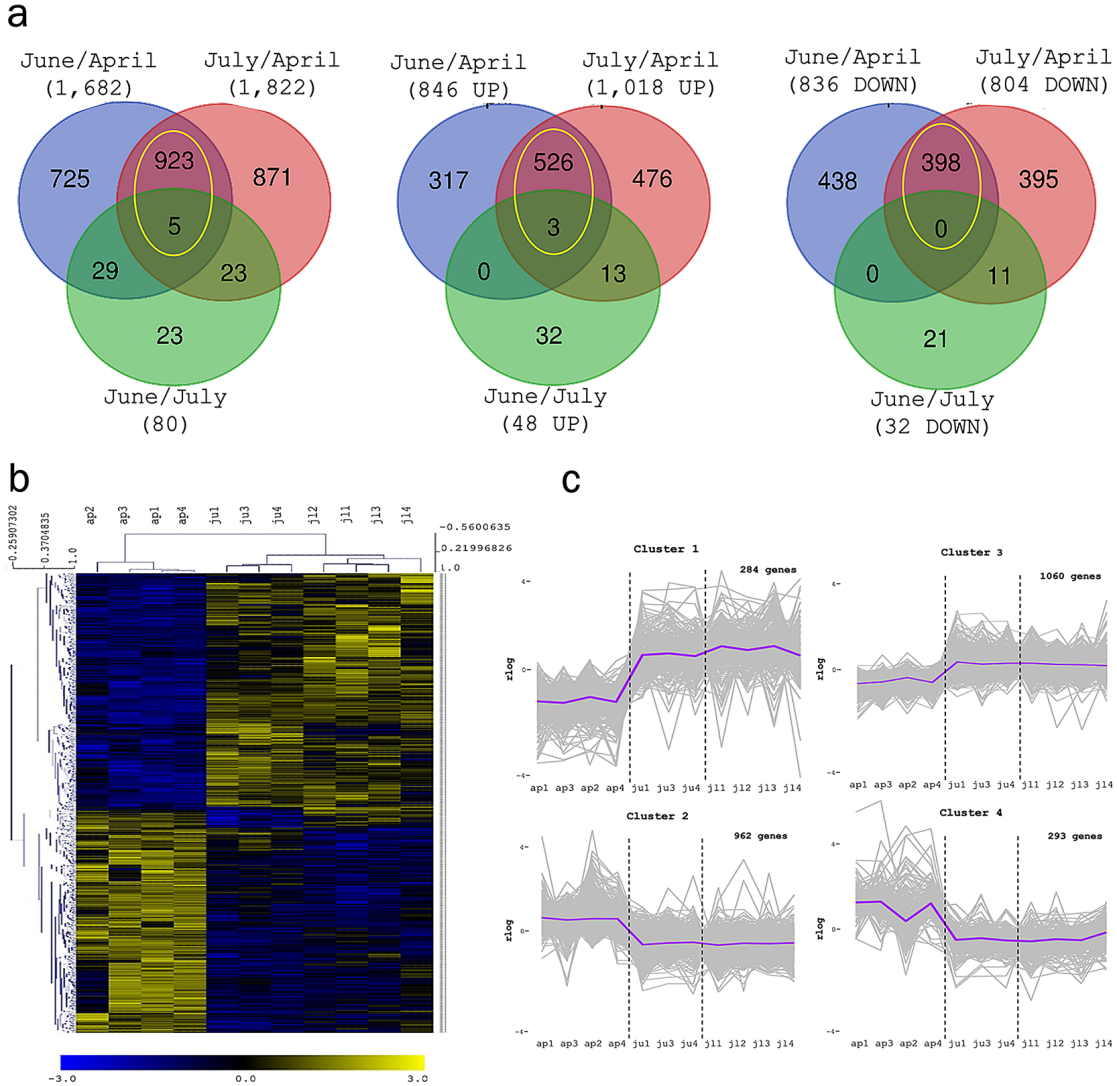
Differential expression along the cork growing season. (**a**) Venn diagrams showing DEGs, upregulated (UP) and downregulated (DOWN), between June/April, July/April and June/July. The yellow circle includes the genes identified in both June/April and July/April comparisons. (**b**) Hierarchical clustering of cork samples based on the expression of DEG along the growing season. C. K-means clusters of co-expressed genes in April, June and July. Cluster 1 and 3 contain genes downregulated in April and upregulated in June and July, whereas cluster 2 and 4 showed the opposite pattern containing genes upregulated in April and downregulated in June and July.

DEGs transcript profiles of cork samples in April, June and July were grouped in 4 clusters (Fig. 3C). 

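By k-means with 4 clusters on rlog values centred per gene (1000 random starts), the 578 DEGs fell into groups that are named here after the paper's clusters with the same direction and the same order of size. Cluster 3 held 316 DEGs (54.7%), cluster 2 held 171 (29.6%), cluster 1 held 53 (9.17%) and cluster 4 held 38 (6.57%). Loci higher in June and July than in April were thus 63.8% of the clustered DEGs. That share was 47.9% without April replicate 2, and with values standardised per gene it stayed at 63.8%.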

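In cluster 2, the mean rlog relative to each gene's mean was 0.746 ± 0.0225 in the April trees, -0.351 ± 0.0596 in June and -0.483 ± 0.0619 in July. Cluster 4 moved further, from 1.49 ± 0.186 in April to -0.772 ± 0.0316 in June and -0.913 ± 0.219 in July. Its members included the loci with the largest falls. LOC111993237 fell by 5.42 in June/April (SE 0.92, limma adjusted p = 0.00801, Benjamini-Hochberg) and by 4.59 in July/April, where July replicate 4, at an rlog of 7.65, lay far from the other July trees at 3.39 to 3.44. LOC112040827 had a June/April log2FC of -4.68 (SE 0.76, limma, Benjamini-Hochberg adjusted p = 0.00646), followed by LOC112022594 with -4.10, LOC111999523 with -3.14 and LOC112017109 with -3.07. In July/April the next largest were LOC112041031 (-3.96, SE 0.56), LOC112004588 (-3.86, SE 0.45), LOC111990452 (-3.77, SE 0.61) and LOC112004379 (-3.15, SE 0.49). Of these, LOC112041031 and LOC111990452 are pseudogenes in the RefSeq gene table. In LOC111990452 July replicate 4 was at 7.74 against 4.96 to 5.25 in the other July trees, and in LOC112004379 April replicate 2 was at 8.86 against 6.89 to 7.17.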

Clusters 2 and 4 contained genes upregulated in April and downregulated in June and July. In contrast, clusters 1 and 3 contained genes downregulated in April and upregulated in June and July, showing cluster 3 a highest variation in gene expression between months and cluster 1 a slight increase in expression in July. 

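Cluster 1 ran from -1.86 ± 0.114 in April to 0.968 ± 0.0884 in June and 1.13 ± 0.0678 in July, a mean change from April of 2.91 and a further 0.164 from June to July. Cluster 3 ran from -0.821 ± 0.106 in April to 0.456 ± 0.0437 and 0.479 ± 0.051, a change of 1.29 and of 0.0236 from June to July. Among the DEGs of June/April, the largest rises were LOC112026141, a dirigent-like homolog of AT2G21100, with a log2FC of 6.68 (SE 1.17, limma adjusted p = 0.00869, Benjamini-Hochberg), and LOC112040887 with 5.96 (SE 1.02, limma, Benjamini-Hochberg adjusted p = 0.00826). Then came LOC111987557 with 4.16 (SE 0.61), LOC112003530 with 3.78 (SE 0.38) and LOC112036050 with 3.77 (SE 0.47). Single trees lay apart for LOC112040887, at 3.71 in July replicate 1 against 8.22 to 8.81 in the other July trees, and for LOC112003530, at 5.13 in April replicate 3 against 3.94 to 4.11. In July/April, LOC112001532 rose by 4.45 (SE 0.81, limma adjusted p = 0.00807, Benjamini-Hochberg), with April replicate 1 at 9.33 and the other April trees at 5.02 to 5.66.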

Subsequently, GO enrichment analysis was performed to highlight the most important biological processes, molecular functions and cell components within each cluster (Supplemental Tables 5–8).

### Regulatory and abiotic stress genes are induced at the beginning of the growing season (April)

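For the 26 Arabidopsis homologs that the paper's enrichment lists as structural constituents of the ribosome, 66 loci were tested. Their median log2FC was -0.61 in June/April and -0.22 in July/April, with 6 and 20 loci higher than in April, and 8 and 2 were DEGs, all lower. Supplemental Data Set 2 gives 134 loci for transcription factors, DNA-binding proteins and cell cycle regulators, of which 125 passed the minimum. In June/April 124 of these were lower than in April, with a median log2FC of -0.89, and in July/April 117 were, with a median of -0.72. DEGs in either comparison numbered 23. At an adjusted p of at most 0.05 there were 81 in June/April and 54 in July/April (limma, Benjamini-Hochberg). Adjusted over the list alone the counts at 0.05 were 114 and 77, which is not independent evidence since the study picked the genes from these samples. Every June tree was below every April tree for 101 loci, and every July tree for 60, where chance gives 5.71% and 2.86% of loci with non-overlapping groups. Without April replicate 4 the number of DEGs was 5, and with limma's arrayWeights it was 59.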

Cluster 2 included the 37.0% of DEGs and was enriched for GO terms associated with (i) response to abiotic stimulus; (ii) metabolic process mainly related with nucleic acid metabolism; (iii) regulation of cell cycle; (iv) transcription factor activity; (v) nucleus compartment; (vi) structural constituent of ribosome and (vii) methyltransferase activity (Supplemental Table 5). The genes in this cluster that were related with GO terms of transcription factor activity, DNA binding and regulation of cell cycle are presented in Supplemental Data Set 2. The set of 114 transcription factors and/or DNA binding proteins were subjected to a secondary GO enrichment analysis to highlight the most important processes in which they were participating. Thirty-four genes were classified in reproductive system development and flower development, 14 in chromosome organization and chromatin organization (6 also in methylation), 9 in meristem development (6 also in meristem maintenance), 5 in cell proliferation, 28 in cell communication, 22 in cell differentiation, 6 in leaf development, 5 in plant epidermis development, 10 in root development and 49 were not included in any of these enriched categories (Supplemental Data Set 2). 

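The transcription factors and regulators that the paper selects as phellogen candidates comprise 34 loci, 31 of which passed the minimum; LBD4 (LOC112038775), MYB18 (LOC111998979) and VIP1 (LOC112021096) had a mean rlog under it. In June/April all 31 were lower than in April, with a median log2FC of -1.06 (-1.99 to -0.41). In July/April 30 were lower, BIN2 being the exception, with a median of -0.68. With limma, 6 loci were DEGs: ULT1, CLF and NRP2 in both comparisons, and STM, AGL19 and MYB36 (LOC112023896) in July/April. At an adjusted p of at most 0.05 (Benjamini-Hochberg), 24 loci changed in June/April and 14 in July/April. Adjusted over the list alone, 29 and 17 reached 0.05; the list was chosen on these samples, so this is not independent evidence. No June tree overlapped an April tree for 28 loci, and no July tree for 14, where chance gives 5.71% and 2.86%. Among the alternatives at the same thresholds, limma's arrayWeights gave the most DEGs, 17, and leaving out 1 tree gave from 3 (without April replicate 1 or 4) to 8. Averaged over the list, rlog was lower in June than in April by 1.05, a difference of -1.05 (exact permutation test, two-sided p = 0.0286, the smallest that 3 trees against 4 allow, and 0.0528 after adjustment over 24 such tests). The largest change among the DEGs was in NRP2 (LOC111996871), with a June/April log2FC of -1.66 (SE 0.22, limma adjusted p = 0.0026, Benjamini-Hochberg). AGL19 (LOC111989313) had a July/April log2FC of -1.16 (SE 0.11, limma, Benjamini-Hochberg adjusted p = 0.000525). SUF4 (LOC111995697), GATA15 (LOC112028517) and TCP2 (LOC112024464) had June/April values of -0.85 (SE 0.14), -0.83 (SE 0.19) and -1.06 (SE 0.26), with adjusted p from 0.00744 to 0.0321 (limma, Benjamini-Hochberg).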

In Table 1, we highlight some of the candidates to regulate (i) the phellogen meristem identity and maintenance, (ii) the differentiation of phellogen derivatives to phellem cells and (iii) the cell cycle regulation. To narrow those candidates that may have a specific function in phellogen or a shared function with vascular cambium (both secondary tissues), we cross-checked the data with the secondary meristem genes that has been recently described to be upregulated in vascular cambium and/or phellogen/phelloderm of birch tree (*Betula pendula*)^14^, with candidates of phellogen of potato (*Solanum tuberosum*) tuber^18^ and with the candidates for vascular cambium in Arabidopsis root^19^. This information was included in Supplemental Data Set 2. Selected *Q. suber* phellogen candidates discussed in Discussion section are reported in Table 1.

**Table 1:** Selection of candidate genes for phellogen (cork cambium) regulation classified into Meristem development, Cell differentiation and Cell cycle regulation categories that were upregulated at the beginning of the cork growing season (April, in cluster 2). They are sorted by highest expression (Normalized read counts mean) within each category. The complete list is presented in Supplemental Data Set 2.

AGI code	Gene name	Gene function	Differentially expressed *Q. suber* identifier	Normalized read counts mean (BaseMean)	Log_2_ FC June/April (DEG = in bold)	Log_2_ FC July/April (DEG = in bold)
**Meristem development**						
AT4G37750	AINTEGUMENTA (ANT)	Promotion of stem cell proliferation^1^	LOC111985236	5976.93	**−1.67**	−0.73
AT4G28190	ULTRAPETALA1 (ULT1)	Meristem-restricting factor	LOC112024131	5162.97	**−1.34**	**−1.39**
AT4G08150	KNAT1/BREVIPEDICELLUS (BP)	Master regulator of cambial activity^1^ and phellogen regulator	LOC112015571^3^	3784.91	−0.98	−0.84
AT1G46480	WUSCHEL related homeobox 4 (WOX4)	Master regulator of cambial activity^1^ and phellogen regulator	LOC111988759	2676.09	**−1.29**	−0.68
AT1G62360	SHOOT MERISTEMLESS (STM)	Prevents stem cells differentiation^2^	LOC111993990	1942.25	**−1.64**	**−1.56**
AT4G22950	AGAMOUS-like 19 (AGL19)	Regulation of timing of transition from vegetative to reproductive phase	LOC111989313	1622.10	**−1.13**	**−1.45**
AT1G16060	WRINKLED 3 (WRI3)	Positive regulator of cutin and fatty acid biosynthesis^2^	LOC112006985	659.92	−0.51	**−1.28**
AT1G63100	SCARECROW-LIKE 28 (SCL28)	Required for cambial activity^1^	LOC111999471	590.00	**−1.59**	−0.64
AT5G10510	AINTEGUMENTA-like 6 (AIL6)	Promotes of stem cell proliferation	LOC112018242	529.45	**−1.18**	−0.90
AT4G36920	APETALA 2 (AP2)	Promotes the expression of WUS	LOC111995790	528.69	**−1.46**	**−1.38**
AT2G34710	PHABULOSA (PHB)	Stem cell identity maintenance	LOC112031480	485.93	**−1.54**	−1.10
AT2G43000	NAC domain containing protein 42 (NAC042)	Negative regulator of leaf senescence^2^	LOC112006470	211.59	**−1.71**	−0.89
AT2G17950	WUSCHEL (WUS)	Stem cell identity maintenance	LOC111987351	39.35	**−1.85**	−1.12
AT1G31320	LOB domain-containing protein 4 (LBD4)	Cambial regulator of vascular patterning^1^	LOC112038775	13.65	−2.08	**−2.87**
**Cell differentiation**						
AT5G57620	Myb domain protein 36 (MYB36)	Promotion of Casparian Strip lignification and endodermal suberization	LOC112023410	1943.17	−0.63	**−1.06**
			LOC112023896	1875.43	−0.86	**−1.73**
AT3G01140	Myb domain protein 106 (MYB106)	Regulation of cuticular lipid-deposits in epidermal cells	LOC111998628	1329.04	−0.65	**−1.54**
AT4G38620	Myb domain protein 4 (MYB4)	Repressor of phenylpropanoid biosynthesis (lignin and suberin)	LOC111991808	823.27	**−1.10**	−0.43
AT2G23380	CURLY LEAF (CLF)	Polycomb-group protein with repressive activity^4^	LOC111988803	784.64	**−1.36**	**−1.27**
AT1G30970	SUPPRESSOR of FRI 4 (SUF4)	Negative regulation of flower development^4^	LOC111995697	519.78	**−1.10**	−0.69
AT1G68320	Myb domain protein 62 (MYB62)	Unknown	LOC112008278	368.82	**−2.54**	**−1.86**
AT5G41315	GLABROUS 3 (GL3)	Promotion of epidermis differentiation (root hair and nonhair cell fate)	LOC111986568	350.05	**−1.41**	−0.71
AT1G18800	NAP1-related protein 2 (NRP2)	Promotion of cell cycle progression at G2/M and cellular organization, regulation of lateral root formation^4^	LOC111996871	323.02	**−2.13**	**−1.50**
AT3G06740	GATA transcription factor 15 (GATA15)	Unknown	LOC112028517	263.08	**−1.13**	−0.49
AT4G00150	LOST MERISTEMS 3 (LM3)/HAIRY MERISTEM 3 (HAM3)	Promotion of cell differentiation at the periphery of shoot meristems and help to maintain their polar organization.	LOC111988127	199.06	**−1.31**	−0.74
AT4G18710	BRASSINOSTEROID INSENSITIVE 2 (BIN2)	GSK3 targeting the positive regulator of xylem cell differentiation BES1	LOC111992186^5^	121.03	−0.96	0.40
AT5G14750	Myb domain protein 66 (MYB66)/WEREWOLF	Promotion of epidermis differentiation (root hair and nonhair cell fate)	LOC111999826	107.31	**−1.96**	−0.13
AT2G46410	CAPRICE (CPC)	Promotion of epidermis differentiation (root hair and nonhair cell fate)	LOC111988432	106.42	**−2.02**	−0.69
AT4G18390	TEOSINTE BRANCHED 1, cycloidea and PCF transcription factor 2 (TCP2)	Regulation of leaf cell differentiation and secondary shoot formation	LOC112024464	49.96	**−2.32**	−0.63
AT1G22640	Myb domain protein 3 (MYB3)	Repressor of phenylpropanoid biosynthesis (lignin and suberin)	LOC112011850	47.10	**−2.08**	−0.60
AT4G25560	Myb domain protein 18 (MYB18)/LONG AFTER FAR-RED LIGHT 1 (LAF1)	Positive regulation of the PhyA photoresponse	LOC111998979	24.91	**−3.22**	**−3.33**
AT2G31180	Myb domain protein 14 (MYB14)	Unknown	LOC112001589	23.89	−1.34	**−1.82**
AT1G43700	VIRE2-interacting protein 1 (VIP1)/SULPHATE UTILIZATION EFFICIENCY 3 (SUE3)	Negative regulation of cell differentiation, regulation of touch response (thigmotropism)	LOC112021096	14.96	**−2.60**	**−2.94**
**Cell cycle regulation**						
AT4G34160	CYCLIN D3;1 (CYCD3;1)	Involved in the switch from cell proliferation to the final stages of differentiation^1^	LOC112022222	583.60	**−1.87**	−0.33

^1^Involved in vascular cambium development.

^2^Highly expressed in vascular cambium (Zhang et al., 2019).

^3^Not differentially expressed and thus not included in cluster 2, but being at the limit of the threshold (absolute log2Fold Change > 1) to be considered differentially expressed.

^4^Related with chromatin/chromosome organization.

^5^Included in cluster 2 but only DEG in June/July.

Cluster 4 included 11.3% of DEGs and was enriched in GOs associated with (i) response to biotic and abiotic stimulus; (ii) ADP and carbohydrate derivative binding; and (iii) cell periphery (Supplemental Table 6).

### Metabolism and abiotic stress processes dominate in the cork cell transcriptome at the maximum (June) and advanced (July) seasonal growth stages

Cluster 3 included the 40.8% of DEGs and was enriched for GO terms associated with (i) general metabolic processes; (ii) secondary metabolic processes related to lipids, terpenoids, phenylpropanoids and oxylipins; (iii) response to abiotic and biotic stimulus, and in response to salicylic and jasmonic acid; (iv) oxidation–reduction process; (v) chloroplast RNA modification and chloroplast/plastid compartment; (v) ion binding; (vi) kinase activity in relation to ATP and carbohydrate binding; (vii) membrane, especially plasma membrane, but also (viii) cytoplasm (Supplemental Table 7). Interestingly, pathways upstream of suberin, lignin and cork extractives biosynthesis, such as fatty acids, triterpenes, long chain aliphatic compounds, tannins and other aromatic compounds^20^ were all co-upregulated in this cluster.

Cluster 1 included the 10.9% of DEGs and was enriched for GO terms associated with (i) response to stimulus such as light and heat/cold temperature -mostly containing heat shock proteins-, oxidative stress -mainly that generated by hydrogen peroxide-, cadmium, water deprivation and biotic stimulus; (ii) oxidation–reduction process and oxidoreductase activity; (iii) cell wall biogenesis, including lignin and phenylpropanoid metabolism, polysaccharide and carbohydrate-related, the later in agreement with the enriched UDP-glycosyltransferase activity necessary for carbohydrate biosynthesis; (iv) iron and other ion binding; (v) apoplast; (vi) plasma membrane; and (vii) Golgi apparatus, a very active compartment in cell wall matrix polysaccharide biosynthesis and export to the cell wall (Supplemental Table 8). 

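The paper's enrichment lists 17 Arabidopsis homologs for response to heat in this cluster, and 70 loci with these homologs were tested. Their median log2FC was 1.18 in June/April, with 60 loci higher than in April, and 1.47 in July/April, with 58 higher. Among them, 11 were DEGs in June/April and 23 in July/April, all higher than in April. Of the 5 DEGs with the largest rises in July/April, 4 carried homologs of that list. LOC112024666 (AT1G53540) rose from an rlog of 4.69 ± 0.96 to 9.97 ± 0.48, a log2FC of 5.28 (SE 0.77, limma adjusted p = 0.00322, Benjamini-Hochberg), and LOC112016302 (AT4G10250) by 3.99 (SE 0.37, limma, Benjamini-Hochberg adjusted p = 0.000525). LOC112036142 (AT1G52560) rose by 3.91 (SE 0.29) and LOC112025119 (AT1G16030) by 3.89 (SE 0.27), the latter with April replicate 3 at 7.23 below the other April trees and July replicate 1 at 12.38 above the other July trees. For the 21 homologs of response to oxidative stress, 84 loci had median values of 0.95 and 1.03, with 10 DEGs higher in June, 21 higher in July and 1 lower in July. For the 13 homologs of cell wall biogenesis listed there, 22 loci had a median log2FC of 1.04 in June/April and 2.11 in July/April, with 20 higher in each comparison and 0 DEGs in either; 8 and 18 had an unadjusted limma p under 0.05. The study selected these lists on the same samples.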

Overall, most of the genes included in this cluster are related to cell wall biogenesis including lignin and polysaccharide biosynthesis and export to the cell wall. 

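The cell wall genes that the paper lists for cluster 1 are 23 loci of 18 homologs, all of which passed the minimum. Every locus was higher in July than in April, with log2FC from 1.63 to 4.76 and a median of 2.38. By limma, 2 loci were DEGs at an adjusted p of at most 0.01, and 23 reached 0.05 (Benjamini-Hochberg). Adjusted over the list alone 23 reached 0.01; the list was drawn from these samples, and the count is not independent evidence. The 2 DEGs were homologs of AT4G01070: LOC112012259, with a July/April log2FC of 1.72 (SE 0.30, limma adjusted p = 0.00669, Benjamini-Hochberg), and LOC112014189, with 1.63 (SE 0.20, limma, Benjamini-Hochberg adjusted p = 0.0013). The 16 loci of the 12 homologs tied to secondary walls had values from 1.64 to 2.95 with a median of 2.44, and 16 of them lay at an adjusted p above 0.01 and up to 0.05. For 16 of the 23 loci every July tree was above every April tree, where chance gives 2.86% of loci with non-overlapping groups in either direction. July replicate 4 lay close to the June trees, and without it 15 loci were DEGs; limma's arrayWeights gave 18. Averaged over the list, rlog was 2.36 higher in July than in April (exact permutation test over 70 splits, two-sided p = 0.0286, the smallest possible, and 0.0528 after adjustment over 24 such tests) and 0.912 higher in July than in June (exact permutation p = 0.114, adjusted 0.13).

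**Figure D3:**
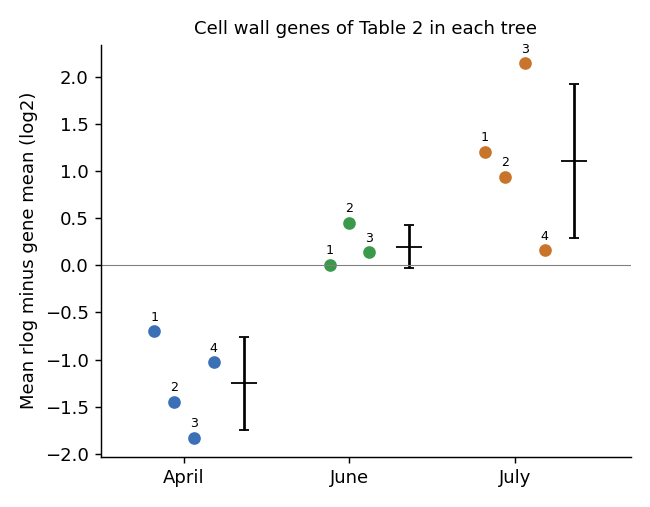
Mean rlog of the 23 cell wall loci relative to each gene's mean over the 11 trees (log2), one point per tree with its replicate number, and the month mean ± SD as bars. July replicate 4 sits at 0.157, within the range of the June trees (0.00672 to 0.446), and the other July trees at 0.936 to 2.14.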

Surprisingly, almost 67% (12 from 18) of the genes included in the cell wall biogenesis category were described to contribute to the secondary cell wall thickening of the xylem cells (Table 2) despite that phellem cells, although lignified, does not show the typical secondary cell wall thickenings^4^. The putative involvement of the cell wall candidate genes in the phellem tissue is discussed in the Discussion section.

**Table 2:** *Q. suber* genes in cluster 1 (upregulated in July and/or June) classified within the enriched GOs related with cell wall biogenesis based on the most homologous Arabidopsis gene.

AGI code	Gene name	Gene function	Involved in secondary cell wall biogenesis	Differentially Expressed (july/april) *Q. suber* identifier	Normalized read count mean (BaseMean)	Log2FC July/April
AT4G18780	Cellulose synthase 8 (IRX1)	Cellulose biosynthesis	Yes	LOC112002106	2071.36	2.69
AT5G17420	Cellulose synthase 7 (IRX3)	Cellulose biosynthesis	Yes Yes	LOC112026131	2513.41	2.56
AT5G44030	Cellulose synthase 4 (IRX5)	Cellulose biosynthesis		LOC112023957	871.09	2.45
				LOC111984736	423.38	2.90
AT1G19300	Nucleotide-diphospho-sugar transferases superfamily protein (GALACTURONOSYLTRANSFERASE-LIKE 1, PARVUS)	Glucoronoxylan biosynthesis (hemicellulose). The mutant has thinner secondary cell wall and a reduction of glucuronoxylan	Yes	LOC112011992	659.24	2.21
AT1G27440	Exostosin family protein (IRX10)	Glucuronoxylan biosynthesis (hemicellulose)	Yes	LOC111985053	1245.77	2.05
AT3G18660	Glucuronic acid substitution of xylan 1 (GUX1),Plant glycogenin-like starch initiation protein 1 (PGSIP1)	Glucuronyltransferase adding GlcA residues onto xylan (hemicellulose) and for secondary wall deposition. Also starch biosynthesis	Yes	LOC112008671	278.01	2.86
AT5G54690	Galacturonosyltransferase 12 (IRX8)	The mutant displays reduced xylan (hemicellulose) and cellulose	Yes	LOC112027387	991.26	2.50
AT5G57560	Xyloglucan endotransglucosylase/hydrolase 22 (ATXTH22); Touch 4 (TCH4)	Cell-wall rearrangement; transglycosylation between xyloglucan and xyloglucan-oligosaccharide and analogous reactions (hemicellulose)	–	LOC112028317	1109.07	2.95
AT4G01070	UDP-Glycosyltransferase superfamily protein	Xylosyltransferase	–	LOC112012259^1^	334.20	2.18
				LOC112014189^1^	6907.00	1.88
AT2G38080	Laccase/Diphenol oxidase family protein (IRX12)	Lignin biosynthesis	Yes	LOC112011756	377.32	3.30
				LOC112018093	4900.57	2.65
AT2G29130	Laccase 2	Lignin biosynthesis	–	LOC111992001	1530.80	2.76
AT5G60020	Laccase 17	Lignin biosynthesis, G units	Yes	LOC112004816	91.09	2.67
				LOC112025438	2827.40	3.08
				LOC112025440	322.56	2.30
AT5G09360	Laccase 14	Predicted lignin biosynthesis	–	LOC112039873	7035.98	2.29
AT2G21100	Disease resistance-responsive (dirigent-like protein) family protein	Lignan biosynthetic process	–	LOC112026141^1^	1151.89	3.73
AT2G46770	NAC (No Apical Meristem) domain transcriptional regulator superfamily protein 43 (NST1)	Regulation of secondary wall thickening	Yes	LOC112008346	478.29	2.15
AT5G03170	FASCICLIN-like arabinogalactan-protein 11 (FLA11) (IRX13)	Integrity and elasticity of the plant cell wall matrix	Yes	LOC112031083	1379.34	2.70
AT5G15630	COBRA-like 4, extracellular glycosyl-phosphatidyl inositol (GPI)-anchored protein family (IRX6)	The mutant displays reduced cellulose content, cellulose of lower crystallinity, and thinner secondary cell walls	Yes	LOC112004749	637.38	2.29
AT5G16490	ROP-interactive CRIB motif-containing protein 4	Exocytosis and pollen tube growth	–	LOC111985119	187.41	2.68

^1^Also differentially expressed in June/April comparison.

## Discussion

The phellem development is a continuous process in which phellogen cells produces phellogen derivatives outwardly to form fully-developed phellem cells. Due to the seasonal nature of the phellogen growth, the transcriptome profiling along the cork growing season highlighted key molecular processes for the progression of the phellem cell development and overall the formation of cork tissue. The results provide evidences that cell proliferation and cell differentiation is enriched at the beginning of the season while cell wall biogenesis and secondary metabolism are predominant in later stages of cork growth (June and July), and that abiotic stress signalling is a constant factor (Fig. 4).

**Figure 4:**
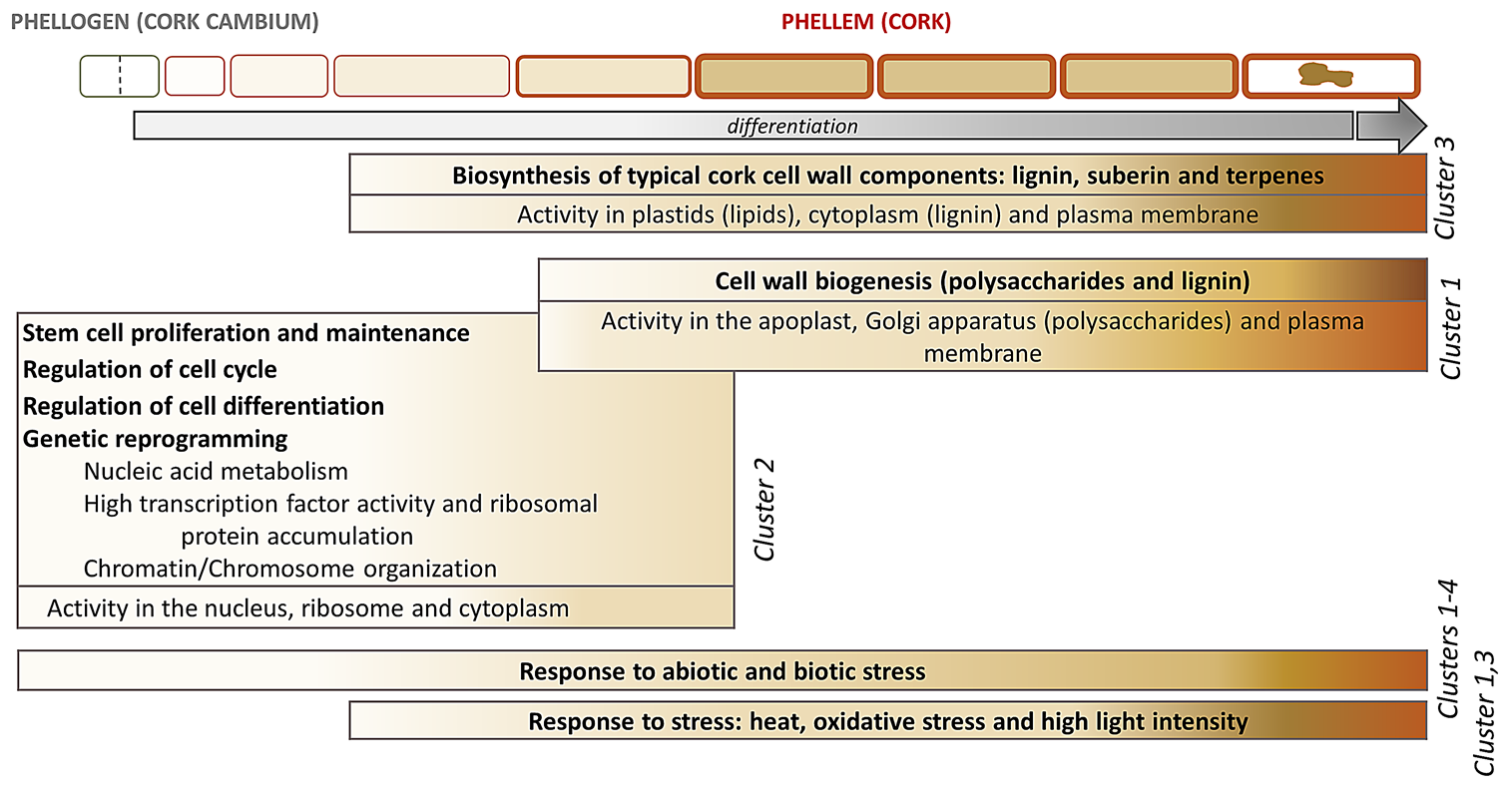
Summary of biological and molecular processes occurring during phellem cell ontogeny, from phellogen stem cell periclinal division to fully differentiated phellem cell, based on upregulated genes and processes in cork samples harvested in April, June and July.

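Supplemental Data Set 2 holds 11 cyclin loci, all lower in June than in April, with log2FC from -1.56 to -0.86 and a median of -1.10. In July/April all 11 were again lower, with a median of -0.50. From June to July 10 rose, with a median of 0.66, the exception being cyclin D6;1 (LOC111984715). None was a DEG; at an adjusted p of at most 0.05 (limma, Benjamini-Hochberg), 8 changed in June/April and 1 in July/April. For 9 of them no June tree overlapped an April tree, where chance gives 5.71% of unselected loci. The study drew these loci from genes higher in April in the same samples, so neither this count nor the tests against April that follow are independent evidence. Over the 19 loci that the data set marks for regulation of the cell cycle, mean rlog was lower in June than in April, a difference of -1.02 (exact permutation test, two-sided p = 0.0286, the smallest that 3 trees against 4 allow), and higher in July than in June by 0.607 (exact permutation p = 0.0286). July was below April with a difference of -0.417 (exact permutation p = 0.0571). After adjustment over 24 such tests these p-values were 0.0528, 0.0528 and 0.0721. Neighbouring loci with one homolog, such as LOC112002890 and LOC112002888 (AT5G06150), are uncertain where reads could be split between them. From the higher expression of cyclins and other cell cycle genes in April, the paper reasons that the April samples held more phellogen cells in active division.

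**Figure D4:**
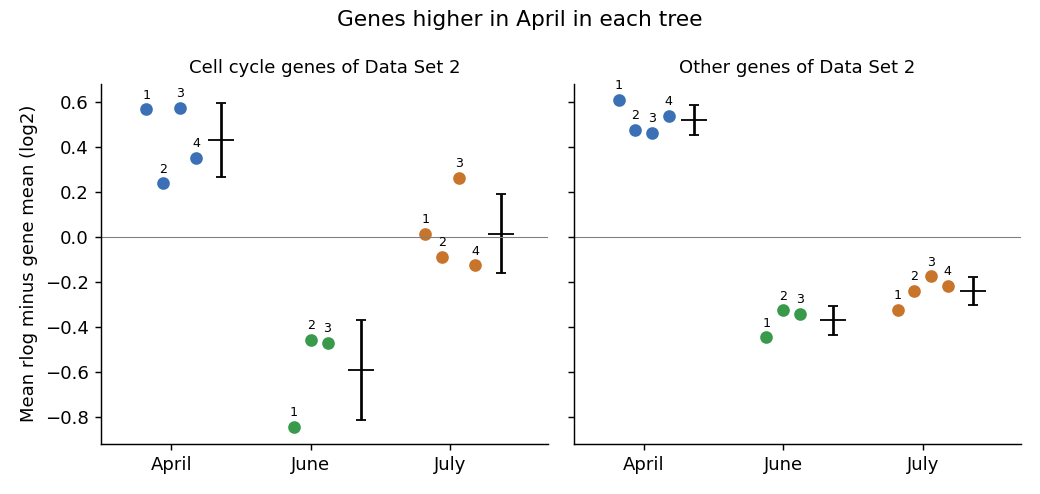
Mean rlog relative to each gene's mean over the 11 trees (log2) for the 19 cell cycle loci of Supplemental Data Set 2 (left) and its other loci (right), one point per tree with its replicate number, and the month mean ± SD as bars. On the left the June trees lie at -0.848 to -0.458 and the July trees at -0.128 to 0.263; on the right both months stay below 0.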

Regarding phellogen cell proliferation, many genes involved in cell cycle control, such as cyclins, were upregulated in April (cluster 2) (Supplemental Data Set 2), hence indicating that April cork samples were enriched with phellogen cells actively dividing. D-type cyclin CYCD3;1 (Table 1), which is required for vascular cambium-derived secondary thickening, stands out for regulating the cell cycle of phellogen meristematic cells since its promoter is also activated in phellogen compatible cells in Arabidopsis roots^21^, as well as it is highly expressed in potato tuber phellogen^18^.

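CYCD3;1 (LOC112022222) had an rlog of 9.49 ± 0.22 in April, 7.93 ± 0.24 in June and 9.08 ± 0.67 in July. The June/April log2FC was -1.56 (SE 0.31, limma adjusted p = 0.0154, Benjamini-Hochberg), below every April tree in 3 of 3 June trees, and ran from -1.69 to -1.45 with each tree left out in turn. At the same thresholds it was a DEG with only the 2 months compared, with limma's arrayWeights, and without July replicate 1 or 4. In July/April it was -0.42 (SE 0.29, limma, Benjamini-Hochberg adjusted p = 0.368), which is within the spread between trees. The rise from June to July was 1.15 (SE 0.31, limma adjusted p = 0.323, Benjamini-Hochberg).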

Cluster 2 was also enriched with genes showing DNA binding capacity, most of them transcription factors (Supplemental Data Set 2 and Table 1). The Meristem development category included genes whose homologs positively regulate the maintenance of the shoot and/or floral meristem and thus they might function similarly in phellogen meristem. 

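Of the 14 genes in this category, 13 passed the minimum. All 13 were lower in June than in April, with a median log2FC of -1.09, and in July than in April, with a median of -0.79. ULT1 (LOC112024131) fell from an rlog of 12.88 ± 0.21 in April to 11.78 ± 0.10 in June and 11.75 ± 0.11 in July, with log2FC of -1.09 (SE 0.12, limma adjusted p = 0.00172, Benjamini-Hochberg) and -1.13 (SE 0.12, adjusted p = 0.000686). STM (LOC111993990) was 11.52 ± 0.28 in April, 10.13 ± 0.08 in June and 10.10 ± 0.63 in July. Its log2FC was -1.40 (SE 0.29, limma, Benjamini-Hochberg adjusted p = 0.0179) in June/April and -1.42 (SE 0.27, adjusted p = 0.00968) in July/April. AP2 (LOC111995790), PHB (LOC112031480) and AIL6 (LOC112018242) had June/April values of -1.11 (SE 0.23), -1.20 (SE 0.29) and -0.95 (SE 0.26), with adjusted p of 0.0175, 0.0304 and 0.0467 (limma, Benjamini-Hochberg). In AP2 and PHB, April replicate 2 was the lowest April tree, and without it the June/April adjusted p was 0.00109 and 0.00635 (limma, Benjamini-Hochberg; 0.00109 to 0.0611 and 0.00635 to 0.101 over the fits without 1 tree). WUS (LOC111987351) was expressed at a low level, 5.46 ± 0.45 in April and 4.61 ± 0.18 in June, a log2FC of -0.85 (SE 0.26, limma adjusted p = 0.0677, Benjamini-Hochberg).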

From them, WUSCHEL (WUS) maintains stem cell identity^22^ and SHOOT MERISTEMLESS (STM) prevents stem cells from undergoing differentiation^23^. APETALA 2 (AP2) has been described to promote the expression of WUS in floral meristems^24^ and PHABULOSA (PHB), a member of HD-ZIP III family of transcription factors, also maintains stem cells^25^. In floral meristems, AINTEGUMENTA (ANT) and AINTEGUMENTA-LIKE 6 (AIL6) activities have also been suggested to promote continued proliferation of stem cells^26^. Overall, these regulatory genes may converge to functionally maintain phellogen cells in an undifferentiated state. Conversely, Ultrapetala 1 (ULT1), which negatively regulates WUS and acts as a meristem-restricting factor^27^, may contribute to limit the excessive accumulation of cells in phellogen meristem. Interestingly, STM has been suggested to be a potential epigenetic target of the ULT1, that may counteract, as a trithorax-group protein factor, the Polycomb-group repressive activity of the histone methyltransferase CURLY LEAF (CRL), also found in cork transcriptome. 

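CLF (LOC111988803) was a DEG in both comparisons with April. Its rlog was 10.11 ± 0.28 in April, 9.04 ± 0.11 in June and 9.10 ± 0.23 in July, with log2FC of -1.07 (SE 0.18, limma adjusted p = 0.00681, Benjamini-Hochberg) and -1.01 (SE 0.16, adjusted p = 0.00491). Across the fits that each left out 1 tree, the adjusted p reached 0.0348 and 0.0189, so that the call is lost in some of them.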

The presence of genes involved in Chromosome/Chromatin organization in cluster 2 (Supplemental Data Set 2) reinforce the role of the epigenetic mechanisms in cork development in April which may synchronize the local climate with the transition from dormant to active phellogen growth. Overall, the fact that that meristem-promoting and meristem-restricting factors are enriched in April suggests that overlapping networks may co-exist and adjust phellogen meristem activity and phellogen derivative differentiation in a tight regulatory manner.

Vascular cambium and phellogen both constitute a bifacial stem cell population from which derivatives are specified on opposing sides, in vascular cambium by positional signals^28^. In agreement, some of the genes required for cambium meristematic activity were also upregulated in this cluster 2: AINTEGUMENTA (ANT), WUSCHEL-RELATED HOMEOBOX 4 (WOX4) and SCARECROW-LIKE 28 (SCL28)^19,21,29,30^ (Table 1). Also, the master regulator of vascular cambium activity KNAT1/BREVIPEDICELLUS (BP)^19^ shows high expression with a maximum in April (June/April log_2_FC = -0.98). 

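ANT (LOC111985236) had an rlog of 12.98 ± 0.30 in April, 11.52 ± 0.20 in June and 12.23 ± 0.72 in July, with a June/April log2FC of -1.46 (SE 0.34, limma adjusted p = 0.0251, Benjamini-Hochberg). WOX4 (LOC111988759) was 11.75 ± 0.33, 10.70 ± 0.18 and 11.18 ± 0.33, with a June/April log2FC of -1.06 (SE 0.21, limma, Benjamini-Hochberg adjusted p = 0.0158). In SCL28 (LOC111999471) the log2FC was -1.30 (SE 0.34, limma adjusted p = 0.0382, Benjamini-Hochberg). For each of these genes every June tree was below every April tree, and none of the 3 passed the threshold of 0.01 with these adjusted p. Limma's arrayWeights called all 3, quantile normalization WOX4, and the fit without July replicate 4 ANT, with an adjusted p of 0.00411 (limma, Benjamini-Hochberg; 0.00338 to 0.0857 over the alternatives). In July/April the values were -0.75 (SE 0.31), -0.58 (SE 0.20) and -0.64 (SE 0.31), with adjusted p of 0.135, 0.0824 and 0.202 (limma, Benjamini-Hochberg).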

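For BP (LOC112015571), rlog was 12.27 ± 0.25 in April, 11.46 ± 0.16 in June and 11.54 ± 0.37 in July, which is 5000 ± 883, 2824 ± 302 and 3057 ± 706 on the linear scale. The June/April log2FC was -0.81 (SE 0.20, limma adjusted p = 0.0339, Benjamini-Hochberg) and that of July/April -0.73 (SE 0.19, adjusted p = 0.0342). Every April tree was above every June and every July tree.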

In agreement with our data and meaningfully, very recently WOX4 and BP has been demonstrated to control phellogen activity in Arabidopsis root standing as periderm-positive regulators^15^, suggesting that phellogen in herbaceous and woody plants may be regulated similarly. 

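WRI3 (LOC112006985) had an rlog of 9.70 ± 0.38 in April, 9.29 ± 0.30 in June and 8.60 ± 0.53 in July. Its log2FC was -0.41 (SE 0.30, limma adjusted p = 0.396, Benjamini-Hochberg) in June/April and -1.10 (SE 0.28, adjusted p = 0.0306) in July/April. NAC042 (LOC112006470) was 8.05 ± 0.49, 6.81 ± 0.26 and 7.37 ± 0.46, with a June/April log2FC of -1.25 (SE 0.32, limma, Benjamini-Hochberg adjusted p = 0.0348). LBD4 (LOC112038775) had a mean under the minimum for testing, at 3.70 ± 0.44 in April, 3.01 ± 0.14 in June and 2.91 ± 0.04 in July. It was not tested, and its 4 April values lay above all June and July values.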

Other identified genes have also been observed to be highly expressed in vascular cambium: STM, WRINKLED 3 (WRI3), ANAC042 and LOB DOMAIN-CONTAINING PROTEIN 4 (LBD4), the latter also showing expression in phellogen and involved in vascular patterning^19^.

Many regulators to trigger phellem cell differentiation were also identified upregulated in April (Table 1). 

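LM3 (LOC111988127), also called HAM3, had an rlog of 7.96 ± 0.28 in April, 6.98 ± 0.42 in June and 7.41 ± 0.29 in July. Its June/April log2FC was -0.98 (SE 0.25, limma adjusted p = 0.036, Benjamini-Hochberg), with all June trees below all April trees. In July/April it was -0.55 (SE 0.23, limma, Benjamini-Hochberg adjusted p = 0.145), short of the threshold, and the July trees overlapped the April trees.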

We identified LOST MERISTEMS 3 (LM3, also known as HAIRY MERISTEM 3/HAM3) which in shoot apical meristem promotes the differentiation at the periphery^31^, suggesting that in cork it may act similarly by promoting the differentiation of phellem cells outwardly. Also, nine MYB transcription factors were also upregulated in April (Table 1), indicating the importance of this gene family in contributing to phellem cell differentiation. 

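Of the 9 MYB loci, 8 passed the minimum, all lower in June and in July than in April, with median log2FC of -0.79 and -0.78. With limma 1 was a DEG, MYB36 (LOC112023896) in July/April, and at an adjusted p of at most 0.05 (Benjamini-Hochberg) 4 changed in June/April and 5 in July/April. The largest change was in MYB62 (LOC112008278), 8.99 ± 0.73 in April, 7.00 ± 0.35 in June and 7.58 ± 0.29 in July, with a June/April log2FC of -1.99 (SE 0.36, limma, Benjamini-Hochberg adjusted p = 0.0106). MYB14 (LOC112001589) had a July/April log2FC of -0.67 (SE 0.18, limma adjusted p = 0.0379, Benjamini-Hochberg). MYB18 (LOC111998979), under the minimum, was 3.98 ± 0.51 in April and 2.75 in June.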

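MYB106 (LOC111998628) had an rlog of 10.82 ± 0.24 in April, 10.12 ± 0.76 in June and 9.46 ± 0.42 in July, with a July/April log2FC of -1.36 (SE 0.31, limma adjusted p = 0.0197, Benjamini-Hochberg). The 2 MYB36 loci, LOC112023896 and LOC112023410, fell to their lowest level in July. Their July/April log2FC was -1.47 (SE 0.20, limma adjusted p = 0.00244, Benjamini-Hochberg) and -0.89 (SE 0.20, adjusted p = 0.018). In LOC112023896, July replicate 1 was at 9.30 and the other July trees at 10.04 to 10.17. MYB4 (LOC111991808) and MYB3 (LOC112011850) were lowest in June, with June/April log2FC of -0.87 (SE 0.19, limma, Benjamini-Hochberg adjusted p = 0.0215) and -0.93 (SE 0.23, adjusted p = 0.0334). Their July/April values of -0.33 (SE 0.18) and -0.30 (SE 0.22) were within 2 SE of 0.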

From them, AtMYB106 was described to regulate cuticular lipid-deposits (wax and cutin) in epidermal cells^32^ and three MYBs were related with lignification and/or suberization: AtMYB36 promotes the lignification of the Casparian strip and suberization of endodermis^33,34^, and AtMYB3 and AtMYB4 repress phenylpropanoid biosynthesis^35–37^ and when overexpressed lead to dysfunctional Casparian strip lignification and lower suberin deposition in endodermis and phellem^38^. Overall, these MYB transcription factors are candidates to early regulate in phellogen derivatives to phellem cells the phenylpropanoid and fatty acyl biosynthetic processes that lead to the final accumulation of soluble or insoluble phenylpropanoids (such as condensed tannins or lignin) or fatty-acyl derived compounds (such as waxes or suberin). Also, cluster 2 included a GSK3 protein named BRASSINOSTEROID INSENSITIVE 2 (BIN2; AT4G18710) which regulates xylem cell differentiation^39^. Moreover, three genes upregulated in April were homologs to those which define cell fates in Arabidopsis root epidermis: WEREWOLF/MYB66, GLABROUS 3 and CAPRICE (CPC). 

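BIN2 (LOC111992186) had an rlog of 6.85 ± 0.30 in April, 6.28 ± 0.18 in June and 7.15 ± 0.15 in July. The June/April log2FC was -0.58 (SE 0.21, limma adjusted p = 0.0995, Benjamini-Hochberg) and that of July/April 0.29 (SE 0.19, adjusted p = 0.329). All July trees were above all June trees, with a log2FC of 0.87 (SE 0.21, limma, Benjamini-Hochberg adjusted p = 0.273).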

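WER/MYB66 (LOC111999826) fell from an rlog of 6.87 ± 0.26 in April to 5.58 ± 0.42 in June, a log2FC of -1.29 (SE 0.29, limma adjusted p = 0.0228, Benjamini-Hochberg), and was 6.74 ± 0.43 in July. CPC (LOC111988432) fell from 6.99 ± 0.34 to 5.58 ± 0.46, a log2FC of -1.42 (SE 0.33, limma, Benjamini-Hochberg adjusted p = 0.0251). GL3 (LOC111986568) fell from 8.80 ± 0.34 to 7.72 ± 0.10, a log2FC of -1.07 (SE 0.26, limma adjusted p = 0.0308, Benjamini-Hochberg). In July/April the values were -0.13 (SE 0.27), -0.56 (SE 0.30) and -0.60 (SE 0.24), each with an adjusted p above 0.1 (limma, Benjamini-Hochberg), and that of WER was 0.02 without July replicate 1.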

Their contribution to phellem formation remains elusive.

During phellem cell development, cells are devoted to synthesize the components that will be deposited in an accurate organization within their cell walls. The major cell wall components of cork (in mass) are: suberin (43%, a glycerol and fatty-acyl-derived polyester including ferulic acid), lignin (22%, a polymer of phenylponane aromatic units), celluloses and hemicellulose (20%, the most important hemicelluloses in cork are xylans) and extractives (16%, including triterpene and phenolic compounds)^40–42^. During the last fifteen years, an intensive work in characterizing biosynthetic genes of suberin, and also extractives, has been carried out in potato tuber phellem but also in other suberizing tissues such as Arabidopsis root endodermis and seed coat, and recently also root phellem (*see* Supplemental Table 4A for citations). From them, the most highly expressed genes showed a peak of expression in June (Fig. 2), an expression profile used to identify new molecular players that participate in the deposition of suberin and associated waxes within the cell wall (Supplemental Figure 2). Recently, three cork oxidosqualene cyclases involved in most cork triterpenoid formation (i.e. friedelin) were biochemically characterized, and the friedelin shynthase also showed a maximum expression in June^43^. This maximum expression in June coincides with the highest cork growth rate^7,17^ and overall aligns with the upregulation of lipid, terpenoid and phenylpropanoid metabolisms in June and July (cluster 3) (Supplemental Table 7).

In contrast to suberin, the molecular processes and functional relevance of lignin and cell wall polysaccharides in phellem, as well as in other suberized cells, is still unclear. 

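In June/April, the 23 cell wall loci listed in Table 2 were all higher than in April, with a median log2FC of 1.21 against their larger rise in July. Averaged over the list, rlog was 1.45 higher in June than in April (exact permutation test, two-sided p = 0.0286, and 0.0528 after adjustment over 24 such tests). For 13 of the 23 loci every June tree was above every April tree. The list was drawn from these samples, so these values are not independent evidence. DEGs in June/April numbered 2, LOC112014189 with a log2FC of 1.94 (SE 0.21, limma adjusted p = 0.00167, Benjamini-Hochberg) and LOC112026141 with 6.68, and both had every June tree above every April tree. LOC112014189 was a DEG in both comparisons. From June to July 21 of the 23 loci rose, with a median of 0.98. The exceptions were the same LOC112014189 (-0.30, SE 0.21) and LOC112026141 (-1.91, SE 1.17). The latter was at 4.53 in July replicate 1, against 9.44 to 10.52 in the other July trees, and without that tree its July/June log2FC was -0.52. No difference between July and June reached an adjusted p of 0.05 for any of them.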

Cell wall genes related with lignin and polysaccharide metabolism were enriched in Cluster 1 showing higher expression in June and July but only differentially expressed in July/April comparison (Table 2). Most of these genes were involved in secondary cell wall (SCW) production and included 8 homologous genes (from the 15 identified to date^44^) that when mutated displayed an *irregular xylem* (*irx*) phenotype, characterized for the disruption of the xylem cells, especially vessel cells^45^. The IRX genes correspond to the three cellulose synthase (CESA4/IRX5, CESA7/IRX3 and CESA8/IRX1) required for normal cellulose synthesis in the SCW, three xylan-related hemicellulose biosynthetic genes (*IRX8*, *IRX10* and *IRX15*) specific from SCW production, a lignin (laccase) biosynthetic gene IRX12 and the IRX6/COBRA-LIKE4, a lipid anchored protein with a putative cellulose-binding domain^46–53^. 

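CESA8 (LOC112002106) had an rlog of 8.66 ± 0.90 in April, 10.22 ± 0.54 in June and 11.27 ± 1.23 in July, a July/April log2FC of 2.61 (SE 0.61, limma adjusted p = 0.0223, Benjamini-Hochberg). CESA7 (LOC112026131) had a July/April log2FC of 2.43 (SE 0.60, limma, Benjamini-Hochberg adjusted p = 0.0277). The CESA4 loci LOC112023957 and LOC111984736 had 2.51 (SE 0.61) and 2.89 (SE 0.74). IRX8 (LOC112027387) had 2.33 (SE 0.63) and IRX10 (LOC111985053) 1.66 (SE 0.33), with adjusted p of 0.0386 and 0.0118 (limma, Benjamini-Hochberg). April replicate 3 of IRX10, at 8.49, lay below the other April trees at 9.12 to 9.24. The IRX12 laccase loci LOC112018093 and LOC112011756 had 2.58 (SE 0.60) and 2.72 (SE 0.70), and COBL4/IRX6 (LOC112004749) had 1.96 (SE 0.53, limma adjusted p = 0.0398, Benjamini-Hochberg). Reads of the paired CESA4 and IRX12 copies could be split in the authors' counting, which leaves their single values uncertain. The SD between July trees exceeded 1 in all of these but IRX10.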

Other genes from Cluster 1 acting on SCW were also involved in xylan biosynthesis (PARVUS and GUX1/PGSIP1) and regulation of wall thickening (NST1/ANAC043)^54,55^. 

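PARVUS (LOC112011992) rose from an rlog of 7.74 ± 0.70 in April to 9.61 ± 1.13 in July, a log2FC of 1.87 (SE 0.52, limma adjusted p = 0.0429, Benjamini-Hochberg). GUX1 (LOC112008671) rose from 5.72 ± 0.72 to 8.17 ± 1.25, a log2FC of 2.45 (SE 0.58, limma, Benjamini-Hochberg adjusted p = 0.0235). NST1 (LOC112008346) rose from 7.56 ± 0.36 to 9.19 ± 0.92, a log2FC of 1.64 (SE 0.39, limma adjusted p = 0.024, Benjamini-Hochberg). In GUX1 and NST1 every July tree was above every April tree, and in PARVUS the groups overlapped.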

Several lignin-polymerization enzymes specially laccases were also included in this Cluster 1 (Table 2). 

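Laccase 17 was represented by LOC112025438, LOC112025440 and LOC112004816, with July/April log2FC of 2.95 (SE 0.58), 2.02 (SE 0.56) and 1.91 (SE 0.40) and adjusted p of 0.0112, 0.0424 and 0.0149 (limma, Benjamini-Hochberg). The adjacent LOC112025438 and LOC112025440 may share reads. Laccase 14 (LOC112039873) was the most expressed, 11.18 ± 0.63 in April, 11.73 ± 0.64 in June and 13.29 ± 0.90 in July, with a July/April log2FC of 2.11 (SE 0.47, limma adjusted p = 0.0181, Benjamini-Hochberg). Laccase 2 (LOC111992001) was 8.53 ± 0.69 in April and 8.71 ± 0.09 in June, a log2FC of 0.19 (SE 0.59) whose sign changed to -0.041 without April replicate 3, and reached 10.96 ± 1.24 in July. Its July/April log2FC was 2.44 (SE 0.55, limma, Benjamini-Hochberg adjusted p = 0.019).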

The identification of genes specific and related with SCW formation was surprising since the phellem or cork cells do not develop a SCW, instead they develop a primary cell wall which inwardly deposits the suberin lamellae and a tertiary cell wall. Possibly, the upregulation of typical SCW genes in July could reproduce the cork-ring anatomy (Fig. 1) since these genes may contribute to the transition from earlycork to latecork cells, which have thicker walls^4^. Hence, we point that typical SCW cellulose, xylan and lignin may participate in the cell wall thickening and biogenesis of latecork formation, providing higher strength, rigidity and hydrophobicity as reported for SCW^56,57^. It is also worth to mention that xylan has been described to be an anchor for lignin deposition, and, in grasses, lignin is often linked to xylan chains via ferulic acids^58,59^, that remarkably is part of the suberin polyester^3^.

Response to abiotic stress is found in all clusters which is in agreement with the ability of ABA to induce suberin accumulation^60,61. ^Genes with higher expression in both June and July (cluster 1 and cluster 3) presented specific enrichment in responses to specific stresses, such as response to light and heat and oxidative stress. 

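For the 17 homologs of response to light stimulus that the paper lists in cluster 1, 56 loci were tested, with median log2FC of 0.85 in June/April and 0.57 in July/April. Of these, 42 and 40 were higher than in April. DEGs numbered 10 in June/April, all higher, and 17 in July/April, 15 higher and 2 lower. The 36 homologs of response to oxidative stress listed in cluster 3 had 118 loci tested, with medians of 0.81 and 0.64, and 90 and 93 were higher than in April. Among them, 4 were DEGs in June/April and 13 in July/April, 12 of the latter higher and 1 lower. These lists were made by the study from genes selected as higher in June and July, so their direction is not independent evidence.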

The response to light and heat aligns with higher temperature conditions typical of Mediterranean summers, which are reported for the year and area where the cork oaks used for these analyses were growing (Supplemental Figure 3). Oxidative stress in cork samples, and other ligno/suberizing tissues, has been documented^62^ and associated with oxidative coupling of polyphenolic components through a peroxidase/H_2_O_2_ free radical formation^63^. This is in agreement with an enrichment of lignin/suberin accumulation in June and July (Fig. 4).

## Conclusion

The main goal of the current study was to determine the molecular mechanisms and genes that are involved in phellogen to phellem formation. Taking advantage that phellem formation is a continuous developmental process and that cork follows seasonal growth, the comparison of the transcriptome of cork samples harvested at the beginning, maximum and advanced stage of cork formation have highlighted robustly the molecular mechanisms involved in phellogen stem cell proliferation and maintenance, regulation of phellem cell differentiation and phellem cell wall biogenesis. The fact that some of the genes identified have been already characterized in the root periderm of the model plant Arabidopsis reinforces our data, suggests putative shared molecular mechanisms in periderm of both herbaceous and woody species and provide valuable information to assist in the understanding of the general mechanisms controlling phellem protective tissue function.

## Methods

### Plant material and tissue harvesting

The virgin cork (phellem) tissue used was the same used and described by Soler et al*.* (2008)^7^. Cork samples were obtained from trees of 15–20 years old, located in a typical cork oak (*Quercus suber*) forest in Romanyà de la Selva (Girona, Spain) (41°51′42.5″ N, 3°2′7.9″ E; UTM X = 502,951; Y = 4,634,516.2) at a density of 1178 trees/ha. The tree mean diameter was 17.3 ± 5.4 cm and the mean height 8.2 m. Cork samples were collected during the growth period of 2005 (April 26, June 17 and July 19). Climatic data for the 2005 growing season were obtained from the nearby weather station of Castell d’Aro (UTM X = 502,731; Y = 4,628,777), belonging to the Servei Meteorològic de Catalunya (SMC) and are depicted in Supplemental Figure 3. The cork was the first cork stripped from tree trunk (virgin cork), which transcriptome is very similar to that of amadia cork^64^. The tissue harvested was the newly generated and active cork tissue from the belly side of the plank, adjacent to the phellogen tissue. The samples were individually collected from eleven independent trees: four in April, three in June and four in July, immediately frozen in liquid nitrogen and stored at − 80 °C until RNA was extracted.

The virgin cork collection complies with relevant institutional, national, and international guidelines and legislation. For the collection of cork, we obtained the appropriate permission of the Mr. J. Arnedo, the owner of the land where the cork oak forest was located.

## RNA extraction and mRNA purification

Total RNA was extracted from phellem as reported by Soler et al*.* (2008)^7^ using a procedure modified by Chang et al. (1995)^65^. Briefly, 5 g of grinded frozen cork tissue was mixed with extraction buffer (2% CTAB, 2% PVP, 10 mM Tris–HCl pH 8.0, 25 mM EDTA, 2 M NaCl and 2.67% 2-mercaptoethanol) previously heated at 65°C and the mixture was incubated at 65°C for 10 min. Then, two consecutive extractions using 1 volume of chloroform:isoamyl alcohol 24:1 (v/v) were performed, and the RNA in the aqueous phase was precipitated overnight adding 0.25 volumes of 10 M LiCl at 4°C. The precipitate was collected by centrifuging at 12,000 g for 20 min, and the pellet was resuspended in buffer containing 1 M NaCl, 0.5% SDS, 10 mM Tris–HCl pH 8.0 and 1 mM EDTA and incubated at 60 °C for 5 min. Then, one acid phenol:chloroform:isoamyl alcohol (125:24:1 (v/v)) and two 24:1 (v/v) chloroform:isoamyl alcohol extractions were performed. The RNA in the upper phase was precipitated with 2 volumes of 100% ethanol and the precipitate collected by centrifugation. The pellet was washed twice with 70% (v/v) ethanol and resuspended in 50 µl of RNase-free water. RNA extracts were cleaned with the RNAeasy MinElute Cleanup (Qiagen) and genomic DNA was on-column digested with DNase I (Qiagen). The RNA samples sequenced had a RIN (RNA integrity number) value of 8 or higher.

## RNA-seq and bioinformatics analyses

Cork oak cDNA libraries were constructed using the Truseq v4 kit and sequencing was performed by the IlluminaHiSeq2500 platform (paired end reads of 125 bp) at the Ultrasequencing Unit of Center for Genomic Regulation (CRG, Barcelona). In total, 11 samples were sequenced; 3 biological replicates for June and 4 for April and July each. The bioinformatics treatment of raw sequences was performed at the CRG Bionformatic Unit. The quality of reads obtained was evaluated using the FastQC software v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and the adapters were eliminated using the Skewer software version 0.2.2^66^. To remove the sequences of polluting ribosomal RNA, the riboPicker version 0.4.3^67^ was used. Then, transcriptome alignment and mapping was made using the STAR_2.5.3a program^68^ against the reference genome GCF_002906115.1 (CorkOak1.0). SAM data was changed to BAM data with samtools 1.4.1^69^. The alignment quality was evaluated using QualiMap v2.2.1 program^70^ and to compare genomic features we used Bedtools v2.26.0^71^. Due to the natural genetic variation of samples, the mapping on cork oak genome was critical to annotate all the corresponding polymorphic alleles of a particular gene of different trees (n = 11) as a unique gene/locus. This allowed to create a matrix of expression at gene/locus level and prevented that specific polymorphic alleles differentially represented among samples were identified as differentially expressed transcripts. For Arabidopsis annotation we used the Blastp and the TAIR10 library from Ensembl, with the options num_alignments 1 and evalue 1E-5.

Raw counts were pre-filtered for low count genes (read count > 1 in every sample) before running the DESeq2 functions^72^ for differential expression analysis between June/April, July/April and June/July comparisons. DEGs were those with an adjusted pvalue ≤ 0.01 and absolute log_2_Fold Change > 1. The normalized read count values for DEGs in at least one comparison were hierarchical clustered using the Pearson correlation through the MeV program and default parameters^73^. Normalized read counts were log transformed (rlog) using DESeq2 to be used for exploratory analysis such as gene expression clustering. The gene clustering was performed using K means clustering in R by imposing 4 clusters, maximum number of iterations = 100,000 and using 10,000 random initial configurations. Expression profiles for each cluster were generated using R (package ggplot2). The grey rows are the expression of every gene, as rlog, while the coloured line is their mean.

Gene ontology (GO) was carried out with AgriGO v.2 (FDR ≤ 0.05)^74^ using the Arabidopsis best homologous gene (TAIR10). The functional GO categories were manually compared, and those with similar GO term description and containing mostly the same set of genes were manually and carefully grouped for a better integration of the data.

The heatmaps of suberin-related genes were constructed with EXPANDERS^75^. To view the expression patterns of the different genes in the same scale the data was standardized as follows: for each gene the mean of the normalized read counts of month’s replicates was log_2_ transformed and the expression pattern (April, June, July) was normalized to have a mean of 0 and a variance of 1. To show an absolute expression value, the sum of normalized read counts for the 11 samples was calculated and expressed as total expression.

For the comparison of the cork transcriptome from cork oak with that of the phellem and phellogen/phelloderm from birch, we used the DEGs in F1/F8 and F2/F8 comparisons from Alonso-Serra et al. (2019)^14^, in which F1 corresponded to phellem, F2 to phellogen and phelloderm and F8 to xylem. For the correspondence, the corresponding Arabidopsis annotations (hits with higher similarity in the BlastP) were used and the duplications were removed from the comparative list.

## Validation of RNA-seq data

RNA-seq results were validated for a subset of 29 representative genes (Supplemental Table 2) by RT-qPCR data generated in previous works using the same samples (22 genes)^7,17^ and 7 new genes, for which the primer sequences are presented in Supplemental Table 9. For RNA-seq and RT-qPCR, the mean of normalized read counts and the mean of relative transcript abundances (RTA) were used, respectively, to calculate the corresponding log_2_Ratio for each comparison (June/April, July/April and July/June). The correlation between RNA-seq and RT-qPCR was assessed by a Pearson correlation analysis.

## Accession numbers

For a comprehensive list of accession numbers of cork oak and their Arabidopsis putative ortholog genes mentioned in the article (mainly discussion), please see Fig. 2, Table 1 and Table 2, as well as Supplemental Data Set 1 and Supplemental Data Set 2.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^76^ and are accessible through GEO Series accession number GSE155544 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE155544).

## Abbreviations

DEG: Differentially expressed gene
SCW: Secondary cell wall

## References

[1] Tonn N, Greb T (2017). Radial plant growth. Curr. Biol..

[2] Evert, R. F. Periderm in *Esaus’s Plant Anatomy*. 427–445 (John Wiley & Sons, 2006).

[3] Graça J, Santos S (2007). Suberin: a biopolyester of plants’ skin. Macromol. Biosci..

[4] Pereira H (2007). Cork: Biology, Production and Uses.

[5] Soler M (2007). A genomic approach to suberin biosynthesis and cork differentiation. Plant Physiol..

[6] Caritat, A., Molinas, M. & Gutierrez, E. Annual cork-ring width variability of *Quercus suber* L. in relation to temperature and precipitation (Extremadura, southwestern Spain). *For. Ecol. Manag. ***86**, 113–120 (1996).

[7] Soler, M. *et al.* Seasonal variation in transcript abundance in cork tissue analyzed by real time RT-PCR. *Tree Physiol.* 743–751 (2008).10.1093/treephys/28.5.74318316306

[8] Silva SP (2005). Cork: properties, capabilities and applications. Int. Mater. Rev..

[9] Costa A, Pereira H, Oliveira Â (2002). Influence of climate on the seasonality of radial growth of cork oak during a cork production cycle. Ann. For. Sci..

[10] Pereira H, Graça J, Baptista C (1992). The Effect of Growth Rate on the Structure and Compressive Properties of Cork. IAWA J..

[11] Caritat A, Gutiérrez E, Molinas M (2000). Influence of weather on cork-ring width. Tree Physiol..

[12] Rains, M. K., Gardiyehewa de Silva, N. D. & Molina, I. Reconstructing the suberin pathway in poplar by chemical and transcriptomic analysis of bark tissues. *Tree Physiol.***38**, 340–361 (2018).10.1093/treephys/tpx06028575526

[13] Ranathunge K, Schreiber L, Franke R (2011). Suberin research in the genomics era-New interest for an old polymer. Plant Sci..

[14] Alonso-Serra J (2019). Tissue-specific study across the stem reveals the chemistry and transcriptome dynamics of birch bark. New Phytol..

[15] Xiao W (2020). Pluripotent Pericycle Cells Trigger Different Growth Outputs by Integrating Developmental Cues into Distinct Regulatory Modules. Curr. Biol..

[16] Ramos AM (2018). The draft genome sequence of cork oak. Sci. Data.

[17] Boher P (2018). A comparative transcriptomic approach to understanding the formation of cork. Plant Mol. Biol..

[18] Vulavala VKR, Fogelman E, Faigenboim A, Shoseyov O, Ginzberg I (2019). The transcriptome of potato tuber phellogen reveals cellular functions of cork cambium and genes involved in periderm formation and maturation. Sci. Rep..

[19] Zhang J (2019). Transcriptional regulatory framework for vascular cambium development in Arabidopsis roots. Nat. Plants.

[20] Pereira H (1988). Chemical composition and variability of cork from Quercus suber L. Wood Sci. Technol..

[21] Randall RS (2015). AINTEGUMENTA and the D-type cyclin CYCD3;1 regulate root secondary growth and respond to cytokinins. Biol. Open.

[22] Laux T, Mayer KFX, Berger J, Jürgens G (1996). The WUSCHEL gene is required for shoot and floral meristem integrity in Arabidopsis. Development.

[23] Clark SE, Jacobsen SE, Levin JZ, Meyerowitz EM (1996). The CLAVATA and SHOOT MERISTEMLESS loci competitively regulate meristem activity in Arabidopsis. Development.

[24] Huang Z (2017). APETALA2 antagonizes the transcriptional activity of AGAMOUS in regulating floral stem cells in Arabidopsis thaliana. New Phytol..

[25] Pierre-Jerome E, Drapek C, Benfey PN (2018). Regulation of Division and Differentiation of Plant Stem Cells. Annu. Rev. Cell Dev. Biol..

[26] Krizek BA (2009). AINTEGUMENTA and AINTEGUMENTA-LIKE6 act redundantly to regulate arabidopsis floral growth and patterning. Plant Physiol..

[27] Carles CC, Lertpiriyapong K, Reville K, Fletcher JC (2004). The ULTRAPETALA1 gene functions early in Arabidopsis development to restrict shoot apical meristem activity and acts through WUSCHEL to regulate floral meristem determinacy. Genetics.

[28] Smit ME (2020). A PXY-mediated transcriptional network integrates signaling mechanisms to control vascular development in Arabidopsis. Plant Cell.

[29] Ji J (2010). WOX4 promotes procambial development. Plant Physiol..

[30] Suer S, Agusti J, Sanchez P, Schwarz M, Greb T (2011). WOX4 imparts auxin responsiveness to cambium cells in Arabidopsis. Plant Cell.

[31] Schulze S, Schäfer BN, Parizotto EA, Voinnet O, Theres K (2010). LOST MERISTEMS genes regulate cell differentiation of central zone descendants in Arabidopsis shoot meristems. Plant J..

[32] Oshima Y (2013). MIXTA-like transcription factors and WAX INDUCER1/SHINE1 coordinately regulate cuticle development in Arabidopsis and Torenia fournieri. Plant Cell.

[33] Kamiya T (2015). The MYB36 transcription factor orchestrates Casparian strip formation. Proc. Natl. Acad. Sci. USA.

[34] Wang C (2020). Developmental programs interact with abscisic acid to coordinate root suberization in Arabidopsis. Plant J..

[35] Jin H (2000). Transcriptional repression by AtMYB4 controls production of UV-protecting sunscreens in Arabidopsis. EMBO J..

[36] Dubos C (2010). MYB transcription factors in Arabidopsis. Trends Plant Sci..

[37] Fornalé S (2014). AtMYB7, a New Player in the Regulation of UV-Sunscreens in Arabidopsis thaliana. Plant Cell Physiol..

[38] Andersen TG (2021). Tissue-autonomous phenylpropanoid production is essential for establishment of root barriers. Curr. Biol..

[39] Kondo Y (2014). Plant GSK3 proteins regulate xylem cell differentiation downstream of TDIF-TDR signalling. Nat. Commun..

[40] Conde E, Cadahía E, Garcia-Vallejo MC, Gonźalez-Adrados JR (1998). Chemical Characterization of Reproduction Cork from Spanish Quercus Suber. J. Wood Chem. Technol..

[41] Conde, E., Cadahía, E., García-Vallejo, M. C., Fernández de Simón, B. & González Adrados, J. R. Low molecular weight polyphenols in cork of *Quercus suber*. *J. Agric. Food Chem.***45**, 2695–2700 (1997).

[42] Pereira H (2013). Variability of the chemical composition of cork. BioResources.

[43] Busta L (2020). Oxidosqualene cyclases involved in the biosynthesis of triterpenoids in Quercus suber cork. Sci. Rep..

[44] Hao Z, Mohnen D (2014). A review of xylan and lignin biosynthesis: Foundation for studying Arabidopsis irregular xylem mutants with pleiotropic phenotypes. Crit. Rev. Biochem. Mol. Biol..

[45] Turner SR, Somerville CR (1997). Collapsed xylem phenotype of arabidopsis identifies mutants deficient in cellulose deposition in the secondary cell wall. Plant Cell.

[46] Liu L (2013). Brittle Culm1, a COBRA-Like Protein, Functions in Cellulose Assembly through Binding Cellulose Microfibrils. PLoS Genet..

[47] Persson S, Wei H, Milne J, Page GP, Somerville CR (2005). Identification of genes required for cellulose synthesis by regression analysis of public microarray data sets. Proc. Natl. Acad. Sci. USA.

[48] Brown DM, Zeef LAH, Ellis J, Goodacre R, Turner SR (2005). Identification of novel genes in Arabidopsis involved in secondary cell wall formation using expression profiling and reverse genetics. Plant Cell.

[49] Brown DM, Zhang Z, Stephens E, Dupree P, Turner SR (2009). Characterization of IRX10 and IRX10-like reveals an essential role in glucuronoxylan biosynthesis in Arabidopsis. Plant J..

[50] Brown D (2011). Arabidopsis genes IRREGULAR XYLEM (IRX15) and IRX15L encode DUF579-containing proteins that are essential for normal xylan deposition in the secondary cell wall. Plant J..

[51] Peña MJ (2007). Arabidopsis irregular xylem8 and irregular xylem9: Implications for the complexity of glucuronoxylan biosynthesis. Plant Cell.

[52] Jensen JK (2011). The DUF579 domain containing proteins IRX15 and IRX15-L affect xylan synthesis in Arabidopsis. Plant J..

[53] Wu AM (2009). The Arabidopsis IRX10 and IRX10-LIKE glycosyltransferases are critical for glucuronoxylan biosynthesis during secondary cell wall formation. Plant J..

[54] Lee C (2007). The PARVUS Gene is Expressed in Cells Undergoing Secondary Wall Thickening and is Essential for Glucuronoxylan Biosynthesis. Plant Cell Physiol..

[55] Mortimer JC (2010). Absence of branches from xylan in Arabidopsis gux mutants reveals potential for simplification of lignocellulosic biomass. Proc. Natl. Acad. Sci. USA.

[56] Scheller HV, Ulvskov P (2010). Hemicelluloses. Annu. Rev. Plant Biol..

[57] Vanholme R, Demedts B, Morreel K, Ralph J, Boerjan W (2010). Lignin biosynthesis and structure. Plant Physiol..

[58] Grabber JH, Ralph J, Hatfield RD (2002). Model studies of ferulate—Coniferyl alcohol cross-product formation in primary maize walls: Implications for lignification in grasses. J. Agric. Food Chem..

[59] Gregory ACE, Smith C, Kerry ME, Wheatley ER, Bolwell GP (2002). Comparative subcellular immunolocation of polypeptides associated with xylan and callose synthases in French bean (Phaseolus vulgaris) during secondary wall formation. Phytochemistry.

[60] Barberon M (2016). Adaptation of root function by nutrient-induced plasticity of endodermal differentiation. Cell.

[61] Lulai EC, Suttle JC, Pederson SM (2008). Regulatory involvement of abscisic acid in potato tuber wound-healing. J. Exp. Bot..

[62] Pla M (1998). Stress proteins co-expressed in suberized and lignified cells and in apical meristems. Plant Sci..

[63] Razem FA, Bernards MA (2003). Reactive oxygen species production in association with suberization: evidence for an NADPH-dependent oxidase. J. Exp. Bot..

[64] Lopes ST (2020). Phellem versus xylem: Genome-wide transcriptomic analysis reveals novel regulators of cork formation in cork oak. Tree Physiol..

[65] Chang S, Puryear J, Cairney J (1993). A simple and efficient method for isolating RNA from pine trees. Plant Mol. Biol. Report..

[66] Jiang H, Lei R, Ding S-W, Zhu S (2014). Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinformatics.

[67] Schmieder R, Lim YW, Edwards R (2012). Identification and removal of ribosomal RNA sequences from metatranscriptomes. Bioinformatics.

[68] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[69] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[70] García-Alcalde F (2012). Qualimap: evaluating next-generation sequencing alignment data. Bioinformatics.

[71] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[72] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[73] Howe, E. *et al.* MeV: MultiExperiment Viewer in *Biomedical Informatics for Cancer Research* 267–277 (Springer, 2010).

[74] Tian, T. *et al.* agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. *Nucleic Acids Res.***45**, W122–W129 (2017).10.1093/nar/gkx382PMC579373228472432

[75] Ulitsky I (2010). Expander: from expression microarrays to networks and functions. Nat. Protoc..

[76] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

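Innercork of 11 cork oaks, each tree sampled once, was measured by RNA-seq: 4 trees in April, 3 in June and 4 in July. The authors trimmed paired-end reads with Skewer, removed ribosomal reads with riboPicker and mapped the rest to CorkOak1.0 with STAR. Before their differential expression tests they kept genes with more than 1 read in every sample; the table used here, with 3917 loci of mean rlog under 0, was not limited to these. The deposited values are on the log2 scale: the authors made them from the counts with the regularized log (rlog) of DESeq2, which divides by a size factor per library and shrinks genes with few reads toward their mean. The table holds 32024 loci, 30676 of them with an Arabidopsis identifier. Every column of values was mapped to 1 tree by its label. Read counts and library sizes cannot be recovered from these values, so the precision at each level was taken from the spread between trees, with a median residual SD of 0.302 on the log2 scale.

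Tests were made in R 4.3.3 with limma 3.58.1: a linear model with the month as factor over all 11 trees, moderated variances with a trend on the mean (2.38 prior degrees of freedom), and Benjamini-Hochberg adjustment over the 22426 loci with a mean rlog of at least log2 of 10. DEGs had an adjusted p of at most 0.01 and an absolute log2FC above 1. The comparisons were June/April, July/April and July/June. The test was checked on simulated values with known changes. Lists of genes were also compared by their mean rlog per tree, with two-sided exact permutation tests over all splits of the trees and adjustment over 24 such tests. Trees were clustered by average linkage on 1 minus the Pearson correlation of values centred per gene. DEGs were grouped by k-means into 4 clusters with 1000 starts, up to 1e+05 iterations and seed 20210608. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

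Suberin genes were compared on the linear scale, as month means of 2 to the power of rlog, where their sum over the 11 trees exceeded 760. Gene lists came from the paper's tables and supplement. The text names the genes of Table 1 and Table 2, the suberin genes that the paper names, and for each comparison the 5 DEGs with the largest rise and the 5 with the largest fall among those whose groups did not overlap. The reference gene table belongs to another assembly, Cork oak 2.0, and was used for biotypes by locus name, with no coordinates. Neighbouring loci were taken from the gene numbers in the deposited identifiers. The reference gene table gives no gene descriptions, so a planned comparison of gene families, with the member of each family that changed most, was left out.

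Alternatives covered the minimum level, a pseudocount of 1, 2 further normalizations, the variance prior, weights per tree, the thresholds, fits of only the 2 months compared, the replicate number as a block, leaving out each tree, and the settings of the clustering, the clusters and the lists. The replicate number was not part of the model, since trees with the same number in different months were no more alike than others. RT-qPCR was not analysed here.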

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

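The tests of mislabelling, of the season, of mixing and of scaling for April replicate 2, and those of loci far lower in a single tree, were chosen only after the result was seen. Each group of 4 trees was searched for a highest or lowest tree whose gap to the nearest other, as a share of the range of the group, exceeded Dixon's critical value for 4 samples. Of 210 groups tested, 18 had such a tree, where chance gives about 10.5; 15 were in values of named genes and 3 in values per tree.

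The 3 values per tree belonged to July replicate 4. The 10 loci with the highest mean held 19.2% of its sum of linear values, against 9.21 to 10.9% in the other July trees. On the first principal component it lay at 15.9, against 37.4 to 38.9, still on the side of June and July. Its mean correlation with the other trees of its month was -0.0674, against 0.0221 to 0.027. It also had the highest share of ribosomal RNA loci among the July trees, 14.7%, so a few loci took more of its values, and 17 of the 73 loci raised in a single tree were raised in it. No explanation for this tree was tested, neither a technical one nor a difference between trees.

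Among the named genes, the values set apart were the following, each with the range of the other 3 trees of its month. For July replicate 4 they were LOC111993237 at 7.646 (3.392 to 3.436), LOC111990452 at 7.739 (4.959 to 5.246) and ABCG11 LOC111989383 at 6.861 (7.317 to 7.403). For April replicate 2 they were CYP86B1 LOC112009780 at 17.53 (16.6 to 16.66), KCS2 LOC112030764 at 17.42 (16.53 to 16.58) and LOC112004379 at 8.856 (6.888 to 7.168). For April replicate 3 they were LTPG15 LOC111994753 at 12.69 (3.945 to 4.254), IRX10 LOC111985053 at 8.489 (9.122 to 9.235), LOC112003530 at 5.126 (3.936 to 4.108) and LOC112025119 at 7.225 (8.359 to 8.583). For July replicate 1 they were MYB36 LOC112023896 at 9.303 (10.04 to 10.17), LOC112040887 at 3.706 (8.221 to 8.814) and LOC112025119 at 12.38 (11.88 to 11.95). LTPG15 LOC111994753 was also set apart in July replicate 3, at 12.49 (3.823 to 4.326), and LOC112001532 in April replicate 1, at 9.33 (5.021 to 5.664).

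April replicate 2 lay apart from the other April trees, with a mean correlation with them of 0.00248 where the other 3 had 0.277 to 0.359 among themselves. Between the other April trees (0) and the June and July trees (1), the loci called without this tree that rise after April had a median position of 0.41 in it and those that fall one of 0.876. A June or July tree labelled as April would put both near 1, and a library of mixed April and later RNA would put the falling loci no nearer to June and July than the rising ones; the values 0.41 and 0.876 argue against both. An April tree further along the season would move both sets alike if they change at the same pace. The difference between the median positions was -0.466, against -0.0743, -0.165 and -0.0615 in the other April trees. No tree was sampled between the April and June harvests, so the pace of each set is unknown and a later season stays open. A scaling error of the whole library would shift all loci alike and so move rising and falling loci in opposite directions on this measure, and the smaller of both positions, 0.41, still lay toward June and July. A difference between trees in genotype, site or state stays open and was not tested.

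In 178 loci the lowest tree lay more than 2 log2 units below the next lowest, and the other trees averaged at least log2 of 10. LOC112040650 was among them, still at 9.45 in April replicate 3. Each of these loci is called silent in its lowest tree here, with no upper level set. A stretch of the genome that is missing or differs in that tree may be a cause for some of them: of the 9 pairs of consecutive such loci at most 3 apart by the gene number in the identifiers of the deposited table, 9 were silent in the same tree, where shuffled trees gave 0.867 on average and at most 6 (permutation p = 1e-04, the smallest that 10000 shuffles can give). Copies of one gene that share reads would carry the same Arabidopsis identifier, and 5 of the 7 same-tree pairs with identifiers carried different ones. At most 10 apart, 10 of 17 pairs were silent in the same tree. These pairs cover few of the 178 loci, and the rest stay open.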

How the results depend on the processing

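Throughout, the alternatives were chosen before the data were examined, and so were the thresholds, the lists and the rule for naming genes. The clustering on all genes tested was among these alternatives, and its reading as a test of the whole transcriptome was chosen only after the result was seen. The cause was not tested for any change given here unless one is named.

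The counts of DEGs in June/April (327), July/April (457) and July/June (1) stayed within 1.5 times under no minimum (249 and 373), a minimum of log2 of 100 (321 and 393), robust variances (324 and 456), variances without a trend (311 and 438), centred samples (322 and 458), a pseudocount (324 and 454) and quantile normalization (320 and 497). With limma arrayWeights they were 1306, 1272 and 0 (2886 loci had an unadjusted p under 0.05 in July/June), 767 DEGs were shared, and 17 genes of Table 1, 18 of Table 2, 59 of Data Set 2 and 12 suberin genes passed. The share of DEGs higher than in April then fell from 68.2 to 48.1% in June/April and from 63 to 49.1% in July/April. Fits of only the 2 months compared, with fewer trees, gave 129, 231 and, in July/June, 1 other locus (LOC112034045, 2.93), and 10 genes of Data Set 2. At an adjusted p of at most 0.05 there were 931 and 993 DEGs, 503 shared, with 20 genes of Table 1, 23 of Table 2, 57 of Data Set 2 and 7 suberin genes; a wider threshold lets more through by construction. So does dropping the fold threshold, with 755 in July/April and 327 shared, or lowering it to 0.5, with 748 in July/April, 322 shared and 57.8% of clustered DEGs in rising clusters. With a mean rlog of at least log2 of 100, 4 genes of Table 2 passed, and under quantile normalization 2 suberin genes did.

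On all genes tested, 1 month formed its own clade in place of 3; complete linkage, Spearman correlation and values not centred gave 3. The shares of birch genes fall by construction when a level is required: to 83.04 and 57.79% at log2 of 10, to 72.2 and 39.2% at log2 of 100, and to 82.82 and 57.29% at log2 of 10 in every month. The number of the 36 suberin genes with a June maximum was 22 under month means of rlog and 22 under month medians, and 19 of 29 at a total over 5000.

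Across the 11 fits that each left out 1 tree, DEGs in June/April ran from 24 (without June replicate 1; 28 without June replicate 2) to 936 (without April replicate 2), those in July/April from 195 (without April replicate 4) to 974 (without April replicate 2), those in July/June from 0 to 1 (5 fits gave 0, with 1811 to 2552 loci at an unadjusted p under 0.05), and those shared from 18 (without June replicate 1) to 601 (without April replicate 2). The locus called in July/June, LOC112022594, was still called without April replicate 1 or June replicate 2. Another locus, chosen after its values were seen, took its place without June replicate 1 (LOC111993933, 4.08), July replicate 1 (LOC112018574, 2.60), July replicate 3 (LOC112017877, -5.96) and July replicate 4 (LOC112026070, -3.55). Without April replicate 2, the share higher than in April was 47.3% in June/April and 47.2% in July/April. The genes past the threshold ran from 3 (without April replicate 1 or 4) to 8 (without April replicate 2) for Table 1, from 1 to 15 (without July replicate 4) for Table 2, from 5 (without April replicate 4) to 32 (without April replicate 2) for Data Set 2 and from 0 to 6 (without April replicate 2; 1 without July replicate 2) for suberin. The share of DEGs in rising clusters ran from 47.9% (without April replicate 2) to 68.6% (without April replicate 4). The months formed 3 clades in each of these fits, and the suberin genes with a June maximum ran from 21 to 23.

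The replicate numbers do not pair the trees: correlations between trees with the same number in different months had a median of 0.0261 by label and 0.0287 by library code, against 0.001 and -0.0124 for other pairs. With the number as a block, by label, there were 55, 212 and 0 DEGs (2218 with an unadjusted p under 0.05 in July/June), 39 shared, and 3 genes of Table 1, 1 of Table 2 and 6 of Data Set 2. By library code, there were 81, 226 and 0 (2211 with an unadjusted p under 0.05), 58 shared, 1 gene of Table 2 and 8 of Data Set 2. A block spends degrees of freedom.

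Among the 158 values of named genes, the alternatives other than leaving out a tree gave 1871 values: 1690 on the same side of the threshold, 71 weaker, 104 stronger and 6 reversed. Leaving out a tree gave 1738: 1554 the same, 153 weaker, 29 stronger and 2 reversed. Laccase 2 (LOC111992001 June/April), 0.185 with all trees, was -0.0455 with limma arrayWeights, -0.0271 with the replicate block by label number and from -0.041 (without April replicate 3) to 0.456 across the fits that each left out 1 tree. Under quantile normalization between samples, GELP38 (LOC111998717 June/April) was -0.0872, GELP51 (LOC112038078 June/April) -0.171, LTPG5 (LOC111987449 June/April) -0.0219 and GELP96 (LOC111989476 July/June) 0.176. WER (LOC111999826 July/April) ran from -0.31 to 0.0213 (without July replicate 1).

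Of the 35 splits of the 7 trees into groups of 4 and 3, 2 gave as many DEGs as June/April, the real one included; the other, with April replicates 1, 3 and 4 on one side and April replicate 2 with the June trees on the other, gave 602. For July/April 1 of 35 splits, the real one, gave as many, and the next gave 31. For July/June 20 of 35 splits gave at least 1 DEG. The comparison of gene families, with its tests camera and fry, was not run. Depth per library is unknown from rlog values, and shrinkage limits the log2FC of genes with few reads.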

Differences from the paper's values

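The numbers of DEGs differ from the paper's. With limma on rlog values there were 327 in June/April against the paper's 1682, 457 in July/April against the paper's 1822 and 1 between June and July against the paper's 80. Shared DEGs numbered 206 against the paper's 928, 142 of them higher against the paper's 529 and 64 lower against the paper's 398. Of the alternatives set before the data were examined, limma arrayWeights came within 1.5 times of the paper for June/April (1306), July/April (1272), the shared DEGs (767), those higher (363) and those lower (404); without April replicate 2 the shared lower DEGs were 325. None of the others closed these gaps, and for June/July none did. Cluster 4 held 6.57% of the DEGs against the paper's 11.3%. Without April replicate 2, April replicate 3 or June replicate 3, or with values standardised per gene, the share came within 1.5 times. Without April replicate 4 or July replicate 4, a single cluster held all falling DEGs (81 and 246), so no cluster 4 was left to compare. The same held with 3 clusters set (209). Under the other alternatives the share did not come within 1.5 times.

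The log2FC values computed from rlog were mostly smaller in size than the paper's. For Table 1 in June/April, 30 of 31 values were smaller and 14 differed by more than the larger SD between trees, with a median ratio of 0.783. In July/April 28 of 31 were smaller and 6 differed (0.809), and for Table 2 21 of 23 were smaller and 1 differed (0.878). No value had the other sign.

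In June/April, no alternative set before the data were examined closed the gap for WUS (-0.848 against the paper's -1.85), WER (-1.29 against the paper's -1.96), TCP2 (-1.06 against the paper's -2.32), MYB3 (-0.93 against the paper's -2.08) and MYB14 (-0.535 against the paper's -1.34). For the following genes the alternatives named in brackets closed it and the others did not: ULT1, -1.09 against the paper's -1.34 (quantile normalization, block by label, without April replicate 4, without June replicate 1); AGL19, -0.918 against the paper's -1.13 (arrayWeights, quantile normalization, block by code, without April replicate 2, without June replicate 2); CLF, -1.07 against the paper's -1.36 (arrayWeights, quantile normalization, both blocks, without April replicate 2, without June replicate 3). The same holds for SUF4, -0.854 against the paper's -1.10 (arrayWeights, block by code, without April replicate 2, April replicate 3 or June replicate 1), and for NRP2, -1.66 against the paper's -2.13 (without June replicate 2 or 3). GATA15 was -0.833 against the paper's -1.13 and CPC -1.42 against the paper's -2.02 (both without June replicate 2). BIN2 was -0.575 against the paper's -0.96 (without April replicate 4 or June replicate 3), and CYCD3;1 -1.56 against the paper's -1.87 (block by label, without April replicate 4 or June replicate 1).

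In July/April, no alternative set before the data were examined closed the gap for AGL19 (-1.16 against the paper's -1.45) and MYB14 (-0.672 against the paper's -1.82). ULT1 was -1.13 against the paper's -1.39 (closed with quantile normalization and without April replicate 4, and not otherwise). WUS was -0.56 against the paper's -1.12 (arrayWeights, without April replicate 2 or July replicate 3), SUF4 -0.529 against the paper's -0.69 (arrayWeights, without April replicate 2 or July replicate 4) and NRP2 -1.17 against the paper's -1.50 (without July replicate 2). The AT4G01070 homolog LOC112012259 was 1.72 against the paper's 2.18 (arrayWeights, without July replicate 4).

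Many genes that the paper calls were not DEGs here: of Table 1, 6 loci passed in either comparison, and of Table 2, 2 in July/April. With limma arrayWeights 17 and 18 passed, at an adjusted p of at most 0.05 20 and 23 did, and without July replicate 4 15 of Table 2 did. Further settings called single genes that the paper calls: a minimum of log2 of 100 (IRX10 and Laccase 17 in July/April, MYB62 in June/April), only the 2 months compared (CYCD3;1 and STM in June/April), quantile normalization (AGL19 and WOX4 in June/April), and the block by code (PHB in June/April). Without April replicate 2, AP2 in both comparisons, Laccase 14 in July/April, and MYB62 and PHB in June/April were called. Without June replicate 2, AGL19 in June/April and MYB106 in July/April were, and without July replicate 1, CYCD3;1 and STM in June/April and LOC112026141 in July/April. Without July replicate 4, ANT and CYCD3;1 in June/April were called. The paper marks LOC112012259 of Table 2 as also differentially expressed in June/April, and here its log2FC of 1.09 (limma, Benjamini-Hochberg adjusted p = 0.0567) passed under none of the settings. The paper gives the larger rising cluster the highest variation, and here the smaller rising cluster changed more, by 2.91 against 1.29. Fig. 2 draws MYB93 (LOC112030452) with its highest colour in July, read by eye, and here its linear means were 15250 ± 2970 in April, 16520 ± 2310 in June and 11030 ± 1510 in July. The counts that the paper prints for this locus are the same as these means. The difference is thus with the drawing as read, and not with the paper's counts. For the listed suberin and candidate genes, the copies used here held 60 and 209 loci against the paper's 68 and 207.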

Other observations

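Of the tests given here, those on the whole transcriptome in the clustering, on the share of phellogen cells, on identifiers and on ribosomal RNA in the sums were chosen only after the result was seen.

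Selection of the clustered genes by month may by itself give each month its own clade. In 92 of 100 random groupings of the trees into sets of 4, 3 and 4, the clustering on the top genes of that grouping put all 3 groups in their own clades. Months that differ across the whole transcriptome would separate on all genes tested too, a clustering planned as an alternative, and there 1 month, April, formed its own clade. The separation of April stays open to a biological reading, the season, and to any difference between the harvests.

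A share of phellogen cells that falls in June and returns in July would raise the cell cycle loci of Data Set 2 and its other loci alike, if both lists were equally specific to phellogen. That specificity was not tested. From June to July the cell cycle loci rose more than the others, by a difference of 0.475 (SD 0.161 in July and 0.156 in June; exact permutation p = 0.0286, the smallest that 35 splits can give, and 0.0528 adjusted over 24 tests). From April to June both lists fell, with a difference between them of -0.131 (exact permutation p = 0.4). The Table 1 candidates rose from June to July by 0.294 (exact permutation p = 0.0286, and 0.0528 adjusted over 24 tests). Both values go with a share that falls and returns. Only with equal specificity would the value of 0.475 argue against a changed share of cells as the whole explanation. A changed share therefore stays open, and so does a change of cell division within the phellogen. The value of 0.475 does not pass the adjustment at 0.05, and the lists were drawn by the study from these samples.

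Of 1612 noncoding loci with an Arabidopsis identifier, 74.1% carried the identifier of the listed locus with the preceding gene number and 27.6% that of the one with the following gene number. Copies of neighbouring genes would give both shares alike, and these differ. Identifiers filled down from the locus before would repeat it nearly always where the number before belongs to a protein-coding locus. They did in 87.4% of 720 such cases, which falls short of 90%. By class, the long noncoding RNAs fell short (85.9% of 608). The share was 94.4% for small nucleolar RNAs, 100% for snRNAs and 90.9% for tRNAs. Protein-coding loci in the same position repeated it in 8.96% of cases. How the identifiers were assigned stays open.

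The sum of linear values had a median, in units of 1e+06, of 32.1 in April and 39 in June and July. Without the ribosomal RNA loci, 78.8% of the difference remained, which argues against these loci as the whole cause. Without the 100 loci with the highest mean, 45.9% remained; a few highly expressed loci that rise after April may account for a large part of it. The top 100 loci held 23.5% of the sum in April and 28.3% in June and July.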
